# Transcriptional profile and chromatin accessibility in zebrafish melanocytes and melanoma tumors

**DOI:** 10.1093/g3journal/jkab379

**Published:** 2021-11-15

**Authors:** Eva T Kramer, Paula M Godoy, Charles K Kaufman

**Keywords:** zebrafish, melanocytes, melanoma, RNA-seq, ATAC-seq

## Abstract

Transcriptional and epigenetic characterization of melanocytes and melanoma cells isolated from their *in vivo* context promises to unveil key differences between these developmentally related normal and cancer cell populations. We therefore engineered an enhanced *Danio rerio* (zebrafish) melanoma model with fluorescently labeled melanocytes to allow for isolation of normal (wild type) and premalignant (*BRAF^V600E^*-mutant) populations for comparison to fully transformed *BRAF^V600E^*-mutant, *p53* loss-of-function melanoma cells. Using fluorescence-activated cell sorting to isolate these populations, we performed high-quality RNA- and ATAC-seq on sorted zebrafish melanocytes *vs.* melanoma cells, which we provide as a resource here. Melanocytes had consistent transcriptional and accessibility profiles, as did melanoma cells. Comparing melanocytes and melanoma, we note 4128 differentially expressed genes and 56,936 differentially accessible regions with overall gene expression profiles analogous to human melanocytes and the pigmentation melanoma subtype. Combining the RNA- and ATAC-seq data surprisingly revealed that increased chromatin accessibility did not always correspond with increased gene expression, suggesting that though there is widespread dysregulation in chromatin accessibility in melanoma, there is a potentially more refined gene expression program driving cancerous melanoma. These data serve as a resource to identify candidate regulators of the normal *vs.* diseased states in a genetically controlled *in vivo* context.

## Introduction

Human melanoma is notable as one of the most highly mutagenized cancers, making comparisons between patient samples difficult given variation in potentially irrelevant passenger somatic mutations in addition to the background of an outbred heterogenous population (Hodis *et al.* 2012). Genetically engineered tumor models allow for comparisons of premalignant and cancer cells between highly related individuals (*e.g.*, siblings, cousins) with defined driver and tumor suppressor mutations. A zebrafish model combining a BRAF^V600E^ mutation, present in over 50% of human melanomas, with a loss of function (lf) in *p53* develops one to three melanomas in its lifetime (Patton *et al.* 2005). Despite high genetic relatedness, the Tg(*BRAF^V600E^)/p53^lf/lf^* tumors still display genomic heterogeneity but without clear functional consequences in this model (Yen *et al.* 2013). High heterogeneity in melanoma can lead to variable responses to currently available therapies (Reuben *et al.* 2017). To continue to identify novel melanoma therapies, we must delve deeper into the transcriptional and epigenetic differences that exist between the normal and diseased states.

Many studies have utilized next-generation sequencing technologies to evaluate melanoma subtypes based on clinicopathological characteristics (Cancer Genome Atlas Network 2015; Hayward *et al.* 2017; Tsoi *et al.* 2018; Rabbie *et al.* 2019; Cisarova *et al.* 2020; Durante *et al.* 2020), major mutations (Cancer Genome Atlas Network 2015; Travnickova *et al.* 2019), and drug resistance and survival (Rambow *et al.* 2018; Garg *et al.* 2021). Prior studies comparing melanocytes and cutaneous melanoma cells have reported on coding mutations, gene expression changes only, or have used human or zebrafish cell lines rather than focusing on *in vivo* animal models (Yen *et al.* 2013; Haltaufderhyde and Oancea 2014; Kaufman *et al.* 2016; Badal *et al.* 2017; Kunz *et al.* 2018; Venkatesan *et al.* 2018; Marie *et al.* 2020; Wouters *et al.* 2020). Single-cell RNA-seq experiments so far generally focus on the heterogeneity within cell populations, rather than a comparison between melanocytes and melanoma cells, or they do not evaluate the epigenetic landscape (Ennen *et al.* 2015; Tirosh *et al.* 2016; Gan *et al.* 2018; Rambow *et al.* 2018; Baron *et al.* 2020; Li *et al.* 2020; Belote *et al.* 2021; Travnickova and Patton 2021). Thus, we sought to characterize the epigenetic and transcriptional differences between zebrafish nonmalignant, precancerous, and malignant melanocytes in a genetically defined melanoma context.

Since its initial report in 2013, Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq) has become a widely used method to provide a sensitive assessment of genomic accessibility (Buenrostro *et al.* 2013). The combination of epigenetic and transcriptional approaches has been used to decipher regulators in hematopoiesis and leukemia (Corces *et al.* 2016), find loci influencing pancreatic α- and β-cell differentiation (Ackermann *et al.* 2016), identify regions influencing gestational duration (Sakabe *et al.* 2020), characterize intermediate states in melanoma cell cultures (Wouters *et al.* 2020), among many other applications. Still, a comparison of the epigenetic and transcriptional profiles of sorted normal melanocytes to melanoma tumors in a native, *in vivo* biological context utilizing an animal model has been limited, thus diminishing our ability to dissect mechanisms governing melanoma initiation.

Animal models represent a powerful tool to understand disease initiation and progression, discover therapeutic targets, and test drugs. Utilizing the Tg(*BRAF^V600E^)/p53^lf/lf^* zebrafish model, we probed the natural biological context of normal melanocytes and related disease development, specifically that of melanoma cancer, using RNA- and ATAC-seq (Patton *et al.* 2005; White *et al.* 2011; Kaufman *et al.* 2016). Furthermore, we compared the transcriptional profiles of zebrafish melanocytes (MC) and melanoma cells (MA) to existing human RNA-seq datasets classifying subtypes of melanoma (Jönsson *et al.* 2010; Harbst *et al.* 2012; Cancer Genome Atlas Network 2015; Cirenajwis *et al.* 2015; Nsengimana *et al.* 2015; Lauss *et al.* 2016; Badal *et al.* 2017; Gan *et al.* 2018; Kunz *et al.* 2018) to further confirm the relevance of these animal models. We present a transcriptomic and genome-wide chromatin accessibility analysis of precancerous MC and fully transformed MA in the most widely used zebrafish melanoma model to be used as a resource for identifying pathways, genes, and loci which differentiate melanoma from normal pigment cells.

## Materials and methods

### Zebrafish husbandry

Zebrafish were raised in the Washington University Zebrafish Consortium in accordance with animal protocols and the Washington University IACUC. Pair or harem crosses generated embryos, which were then raised at 28.5°C. The following wild type (WT), mutant, and transgenic strains were utilized: AB*, *Tg(MiniCoopR; mitfa:mCherry)*, *Tg(mitfa:BRAF^V600E^)*; *p53*^lf/lf^*; Tg(crestin:EGFP)*, *Tg(mitfa:BRAF^V600E/+^); p53*^+/lf^*; mitfa*^+/−^*; Tg(MiniCoopR; mitfa:mCherry)*, *Tg(mitfa:BRAF^V600E^)/p53^lf/lf^/mitfa^+/^*^*−*^*/Tg(MiniCoopR; mitfa:mCherry)* and *Tg(mitfa:BRAF^V600E^); p53*^lf/lf^*; mitfa*^−/−^.

### Transgenic fish generation

First, we injected WT AB* zebrafish with *MiniCoopR:mitfa:mCherry*. Fish with germline transmission of *Tg(MiniCoopR; mitfa*:*mCherry)* (source of MC_WT) were then crossed to *Tg(mitfa:BRAF^V600E^); p53*^lf/lf^*; mitfa*^−/−^ zebrafish and scored for presence of mCh*+* melanocytes. These *Tg(mitfa:BRAF^V600E/+^); p53*^+/lf^*; mitfa*^+/−^*; mitfa:mCherry* fish (source of MC_Het) were crossed to *Tg(mitfa:BRAF^V600E^); p53*^lf/lf^*; mitfa*^−/−^ zebrafish and scored for presence of mCh*+* melanocytes, and PCR genotyped for BRAF and p53 status to confirm generation of *Tg(mitfa:BRAF^V600E^)/p53^lf/lf^/mitfa^+/−^/mitfa:mCherry* zebrafish (source of MC_Homo).

### Tissue collection

For RNA-seq, we utilized mCh+ melanocytes sorted from the skin of three independent AB* zebrafish expressing *MiniCoopR:mitfa:mCherry*, three independent zebrafish heterozygous for Tg(*BRAF^V600E/+^)/p53^+/lf^/mitfa^+/−^*, and GFP+ melanoma tumor cells from five distinct tumors from three *Tg(BRAF^V600E^)/p53^lf/lf^/Tg(crestin:EGFP)* fish. The melanoma samples from MA3A, MA3B, and MA3C were isolated from one fish with three tumors: a tumor near the dorsal fin, a tumor on the tail, and a tumor on the head. For ATAC-seq, we utilized mCh+ melanocytes from three zebrafish heterozygous for Tg(*BRAF^V600E/+^)/p53^+/lf^/mitfa^+/−^* and one zebrafish with homozygous BRAF/p53 status [genotype Tg(*BRAF^V600E^)/p53^lf^/mitfa^+/−^*], and GFP+ melanoma tumor cells from eight *Tg(BRAF^V600E^)/p53^lf/lf^/Tg(crestin:EGFP)* fish.

Animals were euthanized using approved methods and bulk nodular tumors were excised using a razor blade. Skin samples were isolated by decapitating the euthanized zebrafish and peeling the skin off the muscle using two sets of forceps. Tumor or skin samples were manually sheared with a shortened pipette tip or using a homogenizer and then incubated in fresh 0.9× PBS with 12.5 µg/ml liberase for up to 30 min to dissociate cells. Fetal bovine serum terminated the reaction and the cells were passed through a 40 mm filter. Cells were centrifuged at 2000 × g for 5 min at 4°C. Supernatant was removed and the cells were resuspended in 500 µl 0.9× PBS and kept on ice. Fluorescence-activated cell sorting (FACS) was performed by the Washington University in St Louis core facility to isolate GFP+ tumor cells from sorted tumor samples or mCh+ melanocyte cells from sorted skin samples. Unpigmented and pigmented GFP+ and GFP− tumors were utilized to set the gating for GFP+ melanoma cells. Skin from mCh− AB* zebrafish was used to set the gating for isolating mCh+ melanocytes. Briefly, we gated first to exclude debris and doublets, then gated for the desired fluorescent marker based on comparison to a nonfluorescent sample.

### Imaging

Images were acquired using a Nikon SMZ-18 with RiD2 color camera. For whole adult zebrafish images, multiple images were taken at 0.75× magnification and then merged in Adobe Lightroom 2020. Magnification of additional images for Supplementary Figure 1 specified in figure legend.

### RNA library preparation and sequencing

RNA was isolated from cells using the Machery Nagel Nucleospin XS kit (Fischer Scientific cat No. NC0389511). Quantity and quality of RNA were assessed using a High Sensitivity RNA ScreenTape on an Agilent 2200 TapeStation. Sample preparation for sequencing was performed by the Genome Technology Access Center (GTAC). Briefly, cDNA was generated using a Clontech SMARTer cDNA amplification kit as per manufacturer’s recommendation. 1× 50 base pair single-end sequencing was performed on an Illumina HiSeq 3000.

### RNA-seq analysis

Demultiplexed fastq files were provided by the GTAC. Gene set enrichment analysis (GSEA) was performed using the GSEA software (Mootha *et al.* 2003; Subramanian *et al.* 2005). Quality of sequenced reads was assessed by FastQC (Andrews 2010). Reads were aligned to GRCz11/danRer11 by STAR with the following parameters: –outSAMtype BAM SortedByCoordinate –outFilterType BySJout –outSAMunmapped Within –outSAMattrIHstart 0 –outFilterIntronMotifs RemoveNoncanonical –quantMode TranscriptomeSAM –outSAMstrandField intronMotif (Dobin *et al.* 2013). Transcriptome quantification was performed by RSEM using the danRer11 NCBI RefSeq gene annotations (Li and Dewey 2011). RNA-seq reads were normalized with DESeq2 (Anders and Huber 2010). Boxplots were made using ggplot2 (Wickham 2016), heatmaps with either ggplot2 or the pheatmap function (Kolde 2015), and principal component analysis (PCA) was performed using the plotPCA function in the DESeq2 package (Anders and Huber 2010).

### ATAC-seq library preparation and sequencing

Up to 50,000 cells per sample were tagmented with Nextera Tn5 transposase using the Illumina Nextera kit and purified with a Qiagen MinElute reaction kit per methods modified from Buenrostro *et al.* (2013). The DNA was then PCR amplified to add indexing primers in nine cycles. SPRI AMPure beads enriched for fragments under ∼600 bp. The library was then amplified again with the nine-cycle protocol, followed by cleanup with SPRI AMPure beads. The DNA library was quantified with a Qubit DNA High Sensitivity assay and analyzed for quality and size distribution on an Agilent 2200 TapeStation with a High Sensitivity D5000 ScreenTape. Samples were pooled at a 10 nM final concentration. Sequencing was run with an Illumina HiSeq 2500 system with 2 × 50 bp read length by the Washington University in St Louis School of Medicine GTAC.

### ATAC-seq analysis

Demultiplexed fastq files were provided by GTAC. Quality of fastq files was assessed by FASTQC (Andrews 2010). Adapter sequences were removed using CutAdapt (Martin 2011), and reads were aligned to GRCz11/danRer11 using Burrows–Wheeler Aligner using default parameters (Li and Durbin 2009). BAM files were sorted using samtools, and reads with Mapping Quality (MAPQ) scores <30 and improperly paired were removed using bamtools filters with the following commads: -mapQuality “>30” -isProperPair “true” (Li *et al.* 2009; Barnett *et al.* 2011). We used the MarkDuplicates command from the Genome Analysis Tool Kit to remove duplicates (McKenna *et al.* 2010). BAM files were converted to the BED format using bedtools bamtobed command (Quinlan and Hall 2010) and used as input for peak calling with MACS2 (Zhang *et al.* 2008). We used the callpeak command with the following parameters: –g 1e9, –nomodel, –extside 100, –shift –50, –keep-dup 999, –call-summits. Output bedGraph files were sorted, clipped, and converted to BigWig format using the bedGraphToBigWig command (Kent *et al.* 2010). Quality of peaks was assessed by ChIPQC (Carroll *et al.* 2014). The irreproducible discovery rate (IDR) was performed between replicates using the idr command (Li *et al.* 2011). Differentially accessible regions were called using DiffBind (Stark and Brown 2011). All motif analyses were performed using Homer (Heinz *et al.* 2010).

### Histology

Three *Tg(mitfa:BRAF^V600E^)/p53^lf/lf^/mitfa^+^*^*−*^*/mitfa:mCherry* zebrafish and three *Tg(mitfa:BRAF^V600E^);* *p53*^lf/lf^/*crestin:EGFP)* zebrafish were euthanized and each whole fish was placed in a 50 ml conical with 40 ml 10% formalin for fixation and shipped to HistoWiz for further preparation. Briefly, zebrafish were decalcified and embedded; then, five sagittal sections along the midline were stained with hematoxylin and eosin.

## Results

### Isolating melanocyte and melanoma populations from adult zebrafish skin

To compare the transcriptional and chromatin accessibility states of normal (WT) and precancerous melanocytes (MC; harboring the *BRAF^V600E^* mutation and *p53* lf mutation) to fully transformed melanoma (MA) cells, we generated a stable transgenic zebrafish line with fluorescently labeled melanocytes expressing mCherry driven by the melanocyte-specific *melanocyte inducing transcription factor a* (*mitfa)* promoter (Ceol *et al.* 2011; White *et al.* 2011; Kaufman *et al.* 2016). A stable *MiniCoopr; mitfa:mCherry* transgenic line was generated in WT AB* zebrafish using *Tol2*-mediated insertion (Figure 1, A and B) and then crossed to *Tg*(*BRAF^V600E^*)*/p53^lf^/mitfa*^*−/−*^ zebrafish (Ceol *et al.* 2011) to generate *Tg*(*BRAF^V600E/+^*)*/p53^+/lf^/mitfa^+/−^/Tg(MiniCoopr; mitfa:mCherry)* zebrafish to investigate the impact of overactivation of *BRAF* in melanocytes (Figure 1, A and C and Supplementary Figure S1). Zebrafish heterozygous at the key *BRAF* and *p53* melanoma driver loci had thicker and darker melanocyte stripes, with minor melanocyte expansion into the interstripe as compared with WT AB* fish (Figure 1, B and C and Supplementary Figure S1), consistent with the melanocyte pattern seen with homozygous *BRAF^V600E^* shown previously (Patton *et al.* 2005). The presence of the *mitfa* minigene in the MiniCoopR backbone containing the *mitfa:mCherry* transgene did not appear to alter the normal striping pattern (whereas the presence of the BRAF and p53 alterations did, comparing Figure 1, B and C), and we detected upregulation of *mitfa* in the MA *vs.* both MC populations (Supplementary Table S1), consistent with prior expression studies (Kaufman *et al.* 2016).

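*mitfa* (ENSDARG00000003732) was measured in the RNA-seq of melanocytes sorted from WT fish (MC_WT, n = 3), of melanocytes sorted from fish heterozygous for the *BRAF* and *p53* alterations (MC_Het, n = 3) and of melanoma cells (MA, n = 5 tumors from 3 fish). Its expression was 157 ± 16.6 rescaled CPM (counts per 1e6 reads; SD, n = 5) in MA, 28.9 ± 7.97 (SD, n = 3) in MC_WT and 17.0 ± 16.1 (SD, n = 3) in MC_Het. In a limma fit of the 3 groups on log2(rescaled CPM + 1), the log2 fold change of MA over MC_WT was 2.43 (standard error 0.47, adjusted p = 0.00081, Benjamini-Hochberg). Against MC_Het the log2 fold change was 3.58 (standard error 0.47, adjusted p = 2.8e-05 from the same limma fit). Every melanoma sample, from 133 to 178 rescaled CPM, was above every melanocyte sample, from 3.70 to 37.5. The reads of the *mitfa* minigene and of the endogenous gene were not told apart in these values. The MC_Het fish were also *mitfa*+/-, so the contrasts with MC_WT and MC_Het differ in *mitfa* genotype as well. With each sample left out in turn, the log2 fold change stayed between 2.25 and 2.62 against MC_WT and between 2.84 and 4.30 against MC_Het.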

**Figure 1:**
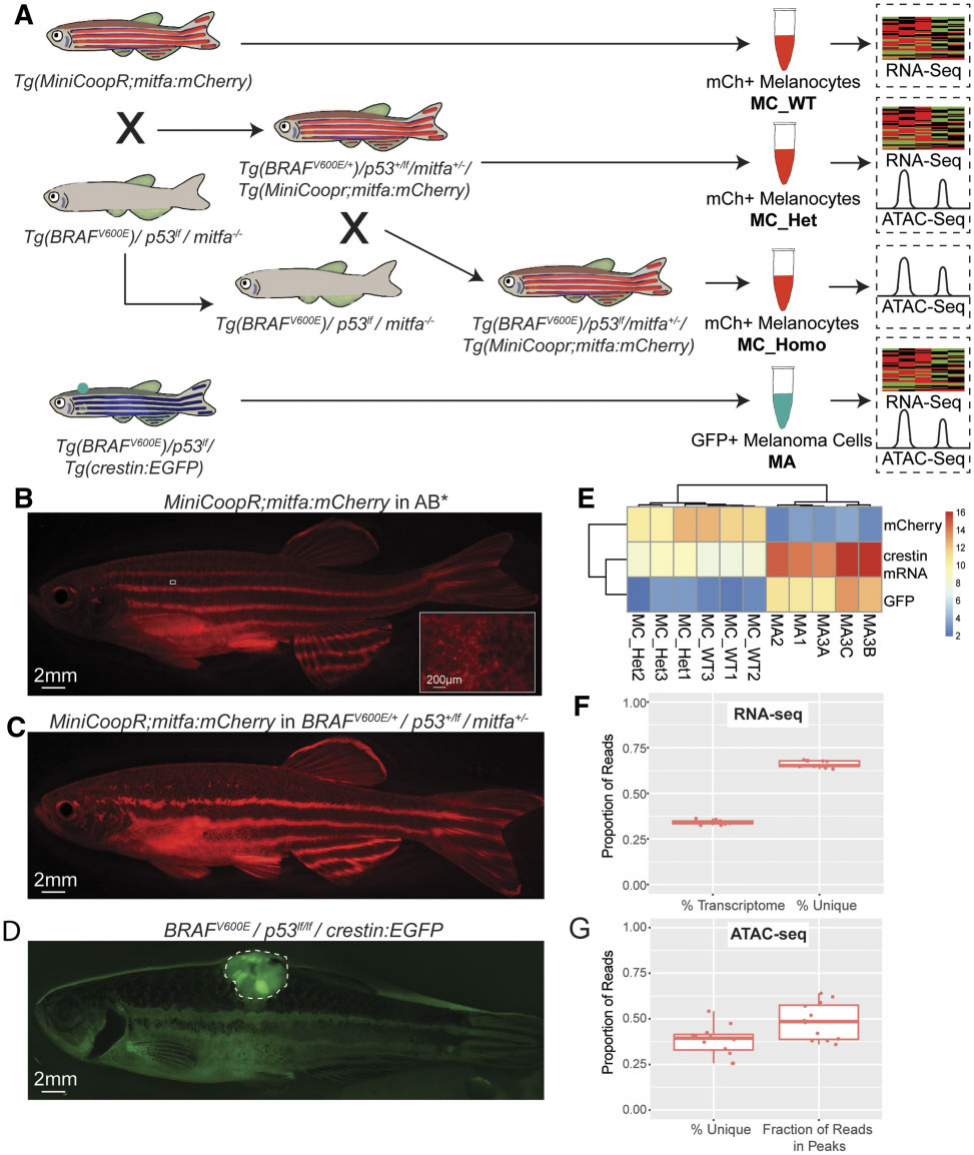
Isolation of zebrafish melanocytes and melanoma cells for RNA- and ATAC-seq analysis. (A) Schematic depicting experimental set up with relevant genotypes, crosses, and sources for each analysis. (B, C) Representative image of zebrafish with *mCherry* labeled melanocytes (note 7× high magnification inset with melanocytes with central dark pigment and visible surrounding fluorescence) and *EGFP* labeled melanoma tumor (D, outlined). (E) Heat map quantifying *mCherry*, *crestin*, and *EGFP* log_2_ read counts in each RNA-seq sample. (F) Quantification of proportion of unique and transcriptomic reads for RNA-seq. (G) Quantification of unique reads in ATAC-seq, and the fraction of reads located in peaks. MC, melanocyte sample; Het, heterozygous for *BRAF^V600E^* and *p53* transgenes; WT, wild-type AB* fish; MA, melanoma sample.

Using FACS, we carefully isolated mCherry-positive (mCh+) melanocytes from *Tg*(*MiniCoopr; mitfa:mCherry)* (MC_WT) and *Tg*(*BRAF^V600E/+^)/p53^+/lf^/mitfa^+/−^/Tg(MiniCoopr; mitfa:mCherry)* (MC_Het) zebrafish skin (Supplementary Figure S2, A, D, and E). We could visualize mCh+ melanocytes in both isolated scales and in the underlying hypodermis when overlying scales were removed (Supplementary Figure S2, C and D), and as we stripped the skin in its entirety after euthanasia, our melanocyte population likely includes both scale associated and hypodermal sources. mCh+ melanocyte cells were similarly ∼1–5% abundant during FACS from the skin of AB* or *BRAF^V600E/+^/p53^+/lf^/mitfa^+/^*^*−*^ zebrafish (Supplementary Figure S2). We also performed FACS on previously described Enhanced Green Fluorescent Protein (EGFP)-positive (GFP+) melanoma tumors from *Tg(BRAF^V600E^)/p53^lf/lf^/crestin:EGFP* (MA) zebrafish to isolate melanoma cells (Figure 1D and Supplementary Figure S2, B, C, F, and H; Kaufman *et al.* 2016). As previously described, these melanoma tumors are identifiable as raised, highly cellular masses that are locally invasive (Supplementary Figure S2, G and H) and readily differentiated from normal skin regions, both grossly (Figure 1, B–D) and on histological sections (Supplementary Figure S2, G and H). Zebrafish *crestin* is expressed in embryonic neural crest (NC) and is re-expressed with emergence of melanoma (Kaufman *et al.* 2016). 

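The RNA-seq values below come from 11 samples of sorted cells, namely 3 MC_WT samples, 3 MC_Het samples and 5 MA samples. FACS separates cells by fluorescence, here mCherry under the *mitfa* promoter for melanocytes and EGFP under the *crestin* promoter for melanoma cells, and MiniCoopR is a vector that carries a *mitfa* minigene. MA1 and MA2 came from a fish each, and MA3A, MA3B and MA3C were tumors of the same fish, so the 5 tumors represent 3 fish. The authors aligned the reads to GRCz11 with STAR and deposited CPM and RPKM (the same value per kilobase of gene length) for each gene. In every sample 100% of the low CPM values were whole multiples of the value of a single read, which gave library totals between 14718024 and 22612463 reads. The median total was 19980666 in MC_WT, 17148764 in MC_Het and 19443603 in MA. The table used here lists 24441 Ensembl genes, which hold between 89.5% and 92.0% of each library, and *crestin*, *mCherry* and *EGFP* were not analysed here. The paper describes quantification with RSEM on RefSeq genes and states an average of 9897358 reads aligned to the transcriptome, whereas the values used here are whole reads on Ensembl genes and rest on the library totals above.

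The CPM were rescaled per sample by the median of ratios and tested with limma on log2(rescaled CPM + 1) over the genes with at least 1 CPM in at least 3 samples. Fold changes on this scale understate the change of genes with low CPM. Rescaling factors were from 0.69 to 0.89 in melanocytes and from 1.19 to 1.36 in melanoma, and without rescaling the median log2 fold change of all tested genes moved from 0.04 to 0.58. All changes between melanoma and melanocytes are therefore relative to this choice. How the authors divided reads shared between near-identical gene copies is not known.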

We then performed RNA- and ATAC-seq with each cell population (see *Materials and* *methods*; Figure 1A and Supplementary Table S2).

As expected, GFP+ melanoma tumor cells and mCh+ melanocyte samples clustered based on *crestin, EGFP*, and *mCherry* normalized read counts by Euclidean distance. *GFP+* samples show high *crestin* expression supporting the fidelity of the *crestin*:*EGFP* transgene as a faithful reporter of endogenous *crestin* expression (Figure 1E). Although melanocytes had some reads aligning to *crestin*, *crestin* expression was 109 times higher in melanoma (39,232 average reads) than in melanocytes (359 average reads), consistent with previously reported massive upregulation of *crestin* in melanoma tumors (White *et al.* 2011; Kaufman *et al.* 2016; Figure 1E).

ATAC-seq and RNA-seq libraries from sorted cells passed established Encode QC metrics for library quality and read depth. 

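Library totals recovered from the deposited CPM averaged 19034006 reads per sample (SD 2098020, n = 11). In MC_WT the mean was 19998001 reads (SD 1384355, n = 3), in MC_Het 16632924 (SD 1716144, n = 3) and in MA 19896258 (SD 1619634, n = 5). A single read was worth between 0.044 and 0.068 CPM. Reads fell on between 17080 and 18510 genes per sample. The most abundant gene in all 11 samples was the mitochondrial ribosomal RNA AC024175.4 (ENSDARG00000080337), at 58494 to 119207 CPM.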

Samples for RNA-seq were sequenced to an average of 29,103,353 reads, of which 9,897,358 (34%) aligned to the transcriptome (Figure 1F). 

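Among genes with at least 1 CPM, the share above 10 CPM was 57.6% ± 4.33 (SD, n = 11) on the deposited CPM. The share was 53.0% ± 2.66 (SD, n = 3) in MC_WT, 55.4% ± 1.04 (SD, n = 3) in MC_Het and 61.8% ± 1.11 (SD, n = 5) in MA. All 5 melanoma samples, from 60.2% to 63.2%, were above all 6 melanocyte samples, from 50.5% to 56.5%. Between 11860 and 13098 genes per sample had at least 1 CPM. On the RPKM table the mean share above 10 RPKM among genes with at least 1 RPKM was 40.6%, a different unit and set of genes.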

Of all genes with at least 1 count per million (CPM) mapped reads, the majority (∼55%) had >10 CPM, suggesting adequate read depth. Similarly, ATAC-seq samples were sequenced to an average of 35,69,8542 paired reads of which 13,594,823 (38.1%) uniquely mapped to the genome (Figure 1G). The average fraction of uniquely mapped reads in peaks is 39.2% (Figure 1G).

### Transcriptomic comparison of normal melanocytes, BRAF/p53 mutant melanocytes, and melanoma cells

Transcriptional profiles of GFP+ (melanoma) were highly correlated (Pearson *R* ≥ 0.85; Figure 2A), even from different fish. mCh+ (melanocytes) samples also had highly correlated transcriptional profiles (Figure 2A). 

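Pearson correlations were computed between samples over the 22387 genes with reads in any sample, on log2(rescaled CPM + 1). Among the 5 melanoma samples the 10 pairwise correlations lay between 0.928 and 0.965. Mean correlation within groups exceeded that between melanoma and melanocytes by 0.169, the largest difference among all splits of the 11 samples into 5 and 6 (exact permutation test, 1-sided p = 0.0022, the smallest these samples allow). The splits count each tumor as a sample, although MA3A, MA3B and MA3C came from the same fish.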

Melanocytes from WT fish (MC_WT) and fish heterozygous for the BRAF^*V600E*^-driver oncogene and *p53* lf allele (MC_Het) were also highly correlated with one another with small differences in correlation coefficients between origin genotype, which is notable given the presence of the activated *BRAF^V600E^* oncogene in the MC_Het melanocytes (*R* = 0.88–0.91 within WT fish, *R* = 0.85–0.87 within heterozygotes, and *R* = 0.85–0.87 across genotypes; Figure 2A). 

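The 3 correlations within MC_WT were between 0.941 and 0.964, and the 3 within MC_Het were between 0.928 and 0.940. Across the genotypes the 9 correlations were between 0.920 and 0.938, a range that overlaps the one within MC_Het. The mean correlation was 0.950 ± 0.012 (SD of 3 pairs) within MC_WT, 0.934 ± 0.0058 (SD of 3 pairs) within MC_Het and 0.927 ± 0.0053 (SD of 9 pairs) across genotypes. Mean correlation within genotypes exceeded that across genotypes by 0.015 (exact permutation test, 1-sided p = 0.10, the smallest that 3 samples against 3 allow), so this design cannot reach a p of 0.05. With Spearman correlation in place of Pearson correlation the mean across genotypes was 0.894.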

Melanoma samples were similarly highly correlated (*R* = 0.87–0.93) with slightly higher correlation for multiple tumors isolated from the same fish (*R* = 0.93 for MA3A, MA3B, MA3C, and *R* = 0.87–0.92 for external replicates). 

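The 3 correlations among MA3A, MA3B and MA3C were between 0.958 and 0.965, with a mean of 0.961. The 7 correlations between tumors of different fish were between 0.928 and 0.956. No other choice of 3 of the 5 tumors had a higher mean correlation (exact permutation test over 10 choices, 1-sided p = 0.10, the smallest they allow).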

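The 30 correlations between a melanoma and a melanocyte sample were between 0.743 and 0.812, with a mean of 0.771 ± 0.017 (SD of 30 pairs). The lowest correlation within either cell type was 0.920. Over only the genes with at least 1 CPM in at least 3 samples, the mean between the cell types was 0.618.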

Melanocytes and melanoma cells readily separated using unsupervised hierarchical clustering (correlation coefficients between 0.74 and 0.81) indicating that transcriptional profiles alter during transformation from a *BRAF* mutant melanocyte to a fully oncogenic melanoma cell, but remain more closely correlated in a WT (MC_WT) or premalignant (MC_Het) state. Furthermore, PCA readily separates melanocytes from melanomas, with the first principal component accounting for 38% of the variance (Figure 2B). 

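Principal components were computed from log2(rescaled CPM + 1) of 14706 genes, centred and not scaled. The first component held 66.9% of the variance. Melanoma samples had a mean score of -120.90 (SD 9.99, n = 5) and melanocyte samples a mean of 100.75 (SD 6.52, n = 6) on it, without overlap (2-sided exact permutation test, p = 0.0022, the smallest these samples allow). Tumors of the same fish count as separate samples in this test. With each gene scaled to unit variance, the first component held 43.8%.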

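The second component held 6.96% of the variance. The 3 MC_WT samples had scores of 14.3, 59.7 and 60.7 on it, and the 3 MC_Het samples had scores of -25.5, -52.2 and -54.9. The means were 44.9 (SD 26.5, n = 3) and -44.2 (SD 16.2, n = 3), and the genotypes did not overlap (2-sided exact permutation test over 10 splits, p = 0.10, the smallest that 3 samples against 3 allow). Melanoma samples lay between them, with a mean of -0.40 (SD 6.64, n = 5).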

Principal component two (accounting for 11% of the variance) likely captures the lesser transcriptional differences between the WT and Het MC samples.

**Figure 2:**
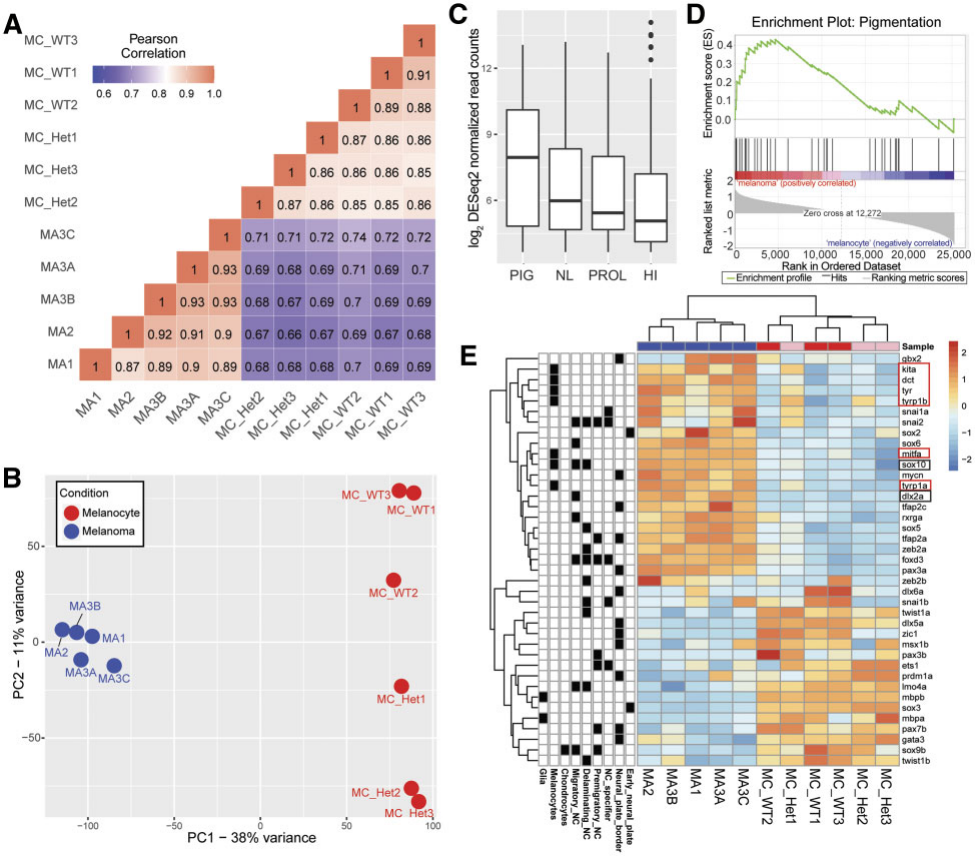
RNA-seq analysis of melanocyte and melanoma cell populations. (A) Correlation plot depicting the Pearson correlation between each sample. (B) PCA plot with the components with the highest variation. (C) Box plot comparing zebrafish ortholog expression in melanoma cells of genes associated with 4 subtypes of human melanoma (Jönsson *et al.* 2010). PIG, pigmentation (median = 7.950548); NL, normal-like (median = 5.982954); PROL, proliferative (median = 5.43669); HI, high immune (median = 5.063983). (D) Positive correlation using GSEA of genes associated with the pigmentation subtype of human melanoma and zebrafish upregulated melanoma genes. Enrichment score = 0.4299, *P*-value = 0.036, *q*-value = 0.134. (E) Heat map depicting relative gene expression between zebrafish melanoma and melanocyte populations for NC genes associated with specific NC populations (*e.g.*, early NC, neural plate border) or descendant lineages (*e.g.*, glia, chondrocytes, melanocytes). NC genes of note in black boxes. Select melanocyte genes in red boxes. MC, melanocyte sample; Het, heterozygous for *BRAF^V600E^* and *p53* transgenes; WT, wild-type AB* fish; MA, melanoma sample.

We identified 1144 genes significantly upregulated in melanomas *vs.* melanocytes, and 2984 genes significantly upregulated in melanocytes compared with melanoma cells [log_2_ fold change (log_2_FC) > 1 and adjusted *P*-value < 10^−6^, Supplementary Figure S3A]. 

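Of the 14706 genes tested with limma in 5 melanoma against 6 melanocyte samples, 80 were higher in melanoma and 682 were higher in melanocytes at a log2 fold change above 1 and an adjusted p under 1e-6. All 762 had no overlap between the cell types. The threshold moved these counts most, to 2740 and 3716 at an adjusted p under 0.05. At the stricter threshold they also depended on the tool, since DESeq2 on the recovered reads called 675 and 2033 genes, among them 761 of the 762, and edgeR called 13 and 229. Each tumor was a sample in this fit, although MA3A, MA3B and MA3C came from the same fish. At 1e-6, averaging these 3 tumors gave 16 and 343 genes, and fish as a random block gave 25 and 453. Genes higher in melanocytes made up 89.5% of the 762 calls, against 75.7% with the CPM as deposited. At an adjusted p under 0.05 they made up 57.6%, against 35.4% with the CPM as deposited, so at that threshold the larger direction depends on the scaling.

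Among called genes without overlap and with a mean of at least 10 CPM, the 3 with the largest increase in the limma fit were *kctd4*, *ntng2a* and *rdh8a*. *kctd4* was at 200 ± 86.3 rescaled CPM (SD, n = 5) against 1.15 ± 0.44 (SD, n = 6), a log2 fold change of 6.44 (standard error 0.34, limma adjusted p = 5.6e-10). *ntng2a* had a log2 fold change of 6.03 (standard error 0.54, limma adjusted p = 2.2e-07) and *rdh8a* of 6.01 (standard error 0.31, limma adjusted p = 4.8e-10). With DESeq2 the log2 fold change was 7.63 for *ntng2a* and 7.43 for *kctd4*, so their order depends on the tool. Among decreases the 3 largest in the limma fit were those of *krt5*, *ptgdsb.2* and si:ch211-157c3.4. *krt5* was at 90.3 ± 32.6 rescaled CPM (SD, n = 5) in melanoma and 40248 ± 21916 (SD, n = 6) in melanocytes, a log2 fold change of -8.64 (standard error 0.41, limma adjusted p = 2.0e-10). *krt5* is a keratin gene of skin keratinocytes, and its level in the sorted melanocyte samples is a limit on reading the melanocyte side of this comparison. *ptgdsb.2* had a log2 fold change of -8.63 (standard error 0.30, limma adjusted p = 1.5e-11) and si:ch211-157c3.4 of -8.57 (standard error 0.27, limma adjusted p = 6.4e-12). These 3 values differ by less than their standard errors, and with DESeq2 the order was the opposite, at -9.19 for si:ch211-157c3.4, -8.88 for *ptgdsb.2* and -8.81 for *krt5*.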

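With the log2 fold change cutoff raised from 1 to 3, the count of genes higher in melanoma went from 80 to 66, and that of genes higher in melanocytes went from 682 to 660. At a cutoff of 2 the counts were still 80 and 682, so the adjusted p threshold, not the cutoff of 1, set the starting genes. At a cutoff of 4 the counts were 36 and 531, at 5 they were 12 and 296, and at 6 they were 3 and 151. Thus 3.75% of the melanoma genes and 22.1% of the melanocyte genes called at a cutoff of 1 also passed a cutoff of 6. With DESeq2 these shares were 9.48% and 33.8%.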

Surprisingly, the number of melanoma-upregulated genes meeting increasing log fold change cutoffs dropped off more steeply than melanocyte-upregulated genes, indicating that more genes are downregulated in melanoma as compared with melanocytes (Supplementary Figure S3B).

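For the 3 MC_WT and 3 MC_Het samples, 13044 genes were tested with limma on their own. The MC_Het fish were *mitfa*+/- as well, so a difference between the genotypes cannot be credited to *BRAF* and *p53* alone. No gene passed an adjusted p of 1e-6, while 880 genes were higher in Het and 778 were higher in WT at an unadjusted p under 0.05. In simulated data of this size the same fit recovered 0 of 200 genes changed by a log2 fold of 2 at 1e-6, so the threshold was beyond what the fit could reach for such changes. At an adjusted p under 0.05 and a log2 fold change above 1, 48 genes were higher in Het and 22 were higher in WT. DESeq2 on the recovered reads called 30 genes higher in Het and 17 higher in WT at 1e-6. Leaving out MC_Het replicate 3 gave 2 and 6 genes at 0.05, and leaving out MC_WT replicate 2 gave 115 and 141.

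The smallest p among genes higher in Het was that of si:dkey-266f7.5, at 134 ± 41.8 rescaled CPM (SD, n = 3) in Het and 0.41 ± 0.11 (SD, n = 3) in WT, a log2 fold change of 6.53 (standard error 0.39, limma adjusted p = 0.00016). It was followed by the gene ENSDARG00000068969 with a log2 fold change of 4.05 (standard error 0.42, limma adjusted p = 0.0036) and *ccl25a* with 2.87 (standard error 0.32, limma adjusted p = 0.0062). Without MC_Het replicate 3, *ccl25a* had an adjusted p of 0.057. Among genes higher in WT, *psmb8a* was at 1.47 ± 1.14 rescaled CPM (SD, n = 3) in Het and 139 ± 18.3 (SD, n = 3) in WT, a log2 fold change of -5.91 (standard error 0.40, limma adjusted p = 0.00023). *psmb12* had a log2 fold change of -5.14 (standard error 0.40, limma adjusted p = 0.00061) and *mucms1* of -5.89 (standard error 0.47, limma adjusted p = 0.00061).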

Comparing WT and Het (*Tg(BRAF^V600E/+^)/p53^+/−^*) melanocytes, there are far fewer significantly differentially expressed genes with 12 genes upregulated in WT over Het melanocytes and 41 genes upregulated in Het over WT melanocytes with log_2_FC > 1 and adjusted *P*-value ≤ 10^−6^ (Supplementary Figure S3C). These results highlight the surprising similarity within melanocytes and premalignant (*i.e.*, BRAF mutant/p53 mutant) melanocytes as compared with the more dramatic changes that occur when compared with transformed melanocytes/melanoma. To facilitate further inquiry, we provide a list of all gene expression changes and *P*-values between melanocytes, premalignant melanocytes, and melanoma cells (Supplementary Table S1).

### Gene expression programs

We compared gene expression profiles between our melanocyte and melanoma samples to the four gene lists from Jönsson *et al.* (2010) stratifying human cutaneous melanoma into proliferative, pigmentation, high immune, and normal-like subtypes. First, we assessed which subtype of human melanoma our zebrafish melanoma samples most resembled and found the highest average expression of genes associated with the pigmentation subtype (Figure 2C). This was further confirmed with GSEA detecting significant enrichment of genes associated with the human melanoma pigmentation subtype (GSEA ES = 0.4299, *P* = 0.036; Figure 2D). Finally, comparing expression in zebrafish melanocytes to melanoma cells, genes in the pigmentation list had the most significant upregulation in melanoma cells (paired *P*-value = 0.007; Supplementary Figure S3, D–H).

Previous studies have shown that melanoma reactivates aspects of an embryonic NC program, with prominent NC genes such as *sox10* the subject of much interest (Shakhova *et al.* 2012; Cronin *et al.* 2013; Mohamed *et al.* 2013; Kaufman *et al.* 2016). The central gene regulatory network, or “wiring diagram,” for NC development has been well-described, and we used the NC gene regulatory network described by Kunz *et al.* (2018) to examine gene expression changes in each condition for NC pathway genes (Supplementary Table S3). 

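*sox10* was at 557 ± 111 rescaled CPM (SD, n = 5) in melanoma and 37.1 ± 24.4 (SD, n = 6) in melanocytes, a log2 fold change of 4.24 (standard error 0.51, limma adjusted p = 5.1e-06). MC_Het3 had the lowest value, 3.97 rescaled CPM, against 28.4 to 74.7 in the other melanocyte samples. *dlx2a* was at 342 ± 118 rescaled CPM (SD, n = 5) in melanoma and 6.15 ± 2.43 (SD, n = 6) in melanocytes, a log2 fold change of 5.58 (standard error 0.33, limma adjusted p = 2.2e-09). Neither gene overlapped between the cell types (2-sided exact permutation test, p = 0.0022 for each, the smallest these samples allow). That test counts each tumor as a sample, although MA3A, MA3B and MA3C came from the same fish.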

We found *sox10* and *dlx2a* are upregulated in melanoma in agreement with previous smaller scale transcriptional analyses (black boxes, Figure 2E; Kaufman *et al.* 2016). Interestingly, important melanocyte-specific genes including *mitfa, tyrp1b, kita, dct, tyr*, and *tyrp1a* were upregulated in the melanoma samples, supporting that melanoma cells sustain a continued presence of an active melanocyte identity (red boxes, Figure 2E). 

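Against all melanocytes pooled, the 6 genes were higher in melanoma at an adjusted p under 0.05, and *mitfa*, *dct* and *tyrp1a* did not overlap between the cell types. Across melanoma and all melanocyte samples, *mitfa* had a log2 fold change of 3.01 (standard error 0.44, limma adjusted p = 3.9e-05). *tyrp1b* was at 4285 ± 2323 rescaled CPM (SD, n = 5) in melanoma and 1549 ± 1449 (SD, n = 6) in melanocytes, a log2 fold change of 1.84 (standard error 0.59, limma adjusted p = 0.016). It was not past 0.05 with edgeR on the recovered reads (adjusted p = 0.060) or without the filter on low CPM (adjusted p = 0.054). In the limma fit of 3 groups the log2 fold change of *tyrp1b* was 2.94 against MC_WT (standard error 0.52, adjusted p = 0.00041) and 0.75 against MC_Het (standard error 0.52, adjusted p = 0.26), while the other 5 genes were past 0.05 against both. *kita* had a log2 fold change of 1.57 (standard error 0.41, limma adjusted p = 0.0046), and its groups also overlapped. *dct* was at 199 ± 107 rescaled CPM (SD, n = 5) against 9.93 ± 8.15 (SD, n = 6), a log2 fold change of 4.35 (standard error 0.61, limma adjusted p = 2.6e-05). The log2 fold change of *tyr* was 2.59 (standard error 0.43, limma adjusted p = 0.00014) and that of *tyrp1a* was 4.28 (standard error 0.51, limma adjusted p = 4.9e-06). With limma none of the 6 genes passed an adjusted p of 1e-6. DESeq2 on the recovered reads gave adjusted p values of 1.0e-08 for *mitfa*, 1.1e-10 for *dct*, 4.1e-07 for *tyr* and 8.2e-11 for *tyrp1a*, which passed it, and of 0.031 for *tyrp1b* and 0.0045 for *kita*. From the higher expression of these genes the paper proposes that melanoma cells keep an active melanocyte identity.

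**Figure D1:**
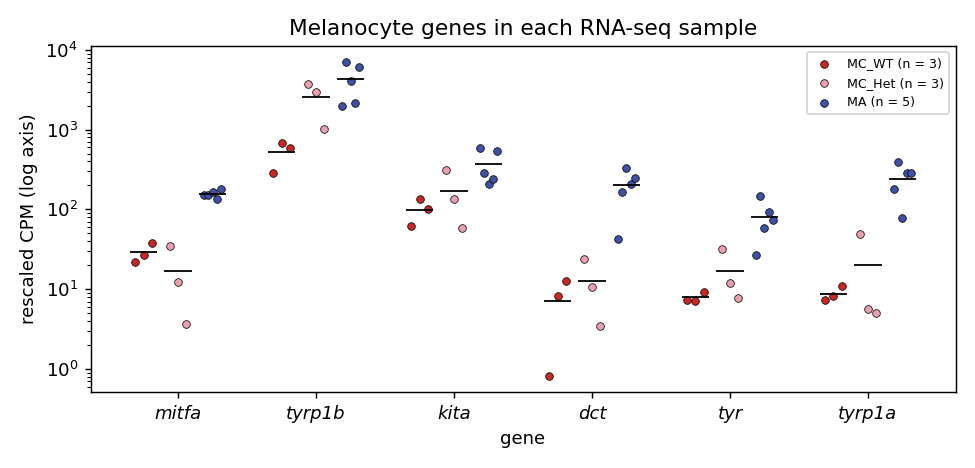
Rescaled CPM (log axis) of 6 melanocyte genes in each MC_WT, MC_Het and MA sample, with a horizontal line at each group mean. The MA samples of *mitfa* sit between 133 and 178, above all melanocyte samples, while those of *tyrp1b* overlap the MC_Het samples.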

To further probe this finding, we assessed whether either cell population had enrichment of human melanocyte genes (Reemann *et al.* 2014). Indeed, both zebrafish melanocytes and melanoma cells had high expression of human melanocyte genes (Supplementary Figure S3H).

Another recurring and important question relates to the idea that the NC incorporates a spectrum of developmental time (*e.g.*, from specification, to delamination, to migration, etc.), spatial differences (*e.g.*, cranial, thoracic, caudal NC), and descendant lineages (*e.g.*, glia, melanocyte, chondrocyte), each with defining genetic markers in its transcriptional program (Supplementary Table S3; Simões-Costa and Bronner 2015; Williams *et al.* 2019). We reviewed our melanoma differential gene sets in relation to these NC subsets and, aside from a “strengthening” of the melanocyte program as noted above and decrease in expression of glial (*mbpa/b*) and chondrocyte (*sox9b*) factors, we did not note other clear unifying NC subsets that aligned more closely to the melanoma program (Figure 2E). 

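Of the 39 genes of Figure 2E, 33 passed the filter on low CPM. Of these, 19 were higher in melanoma and 14 were lower. Against all melanocytes pooled, at an adjusted p under 0.05 over all genes tested with limma, 19 were higher and 12 were lower, and adjusted over the list alone 19 were higher and 13 were lower. At an adjusted p under 1e-6 only 2 were higher and 2 were lower with limma. The 2 higher with limma were *dlx2a* and *pax3a* (limma adjusted p = 4.0e-07 for *pax3a*). DESeq2 values on the recovered reads are given only for the genes of the list that were named by rule, *pax3a* not among them. Of those, *mitfa*, *sox10*, *dlx2a*, *tfap2a*, *dct*, *tyr* and *tyrp1a* were higher at this threshold. Lower at it with DESeq2 were *mbpb*, *sox9b*, *sox3* and *dlx5a*. DESeq2 did not pass it for *tyrp1b*, *kita*, *mbpa*, *zic1* and *twist1a*. *mbpb* was at 31.5 ± 4.78 rescaled CPM (SD, n = 5) in melanoma and 154 ± 11.8 (SD, n = 6) in melanocytes, a log2 fold change of -2.26 (standard error 0.19, limma adjusted p = 1.1e-07). *mbpa* was at 0.41 ± 0.37 rescaled CPM (SD, n = 5) against 7.58 ± 7.29 (SD, n = 6), a log2 fold change of -2.18 (standard error 0.55, limma adjusted p = 0.0039), with overlap between the cell types. In the limma fit of 3 groups its log2 fold change was -2.88 against MC_Het (adjusted p = 0.0012) and -1.47 against MC_WT, not past 0.05 (adjusted p = 0.056), where MC_WT3 was at 0.30 rescaled CPM. *sox9b* was at 0.26 ± 0.24 rescaled CPM (SD, n = 5) against 9.86 ± 4.63 (SD, n = 6), a log2 fold change of -3.01 (standard error 0.36, limma adjusted p = 5.8e-06), and no melanoma library had more than 15 reads of it. *sox3* had the largest decrease of the list, with a log2 fold change of -6.38 (standard error 0.40, limma adjusted p = 3.8e-09). It was followed by *dlx5a* with -3.69 (standard error 0.42, limma adjusted p = 2.7e-06). *twist1a* had a log2 fold change of -2.05 (standard error 0.41, limma adjusted p = 0.00068) and *zic1* of -1.54 (standard error 0.47, limma adjusted p = 0.013). For *zic1* the cell types overlapped, and the adjusted p was 0.062 with the tumors of the same fish averaged. In the limma fit of 3 groups the log2 fold change of *zic1* was -2.23 against MC_WT (adjusted p = 0.0017) and -0.84 against MC_Het, not past 0.05 (adjusted p = 0.16), where MC_Het2 had 2 reads and MC_Het3 had 1. In that fit *mbpb*, *sox9b*, *sox3*, *dlx5a* and *twist1a* were past 0.05 against both genotypes. Lists of marker genes for other cell types were mostly lower in melanoma as well. Their median log2 fold change was -5.53 for fibroblasts and osteoblasts and -1.82 for Schwann cells, with iridophores the highest at 0.078. RNA of other cells in the melanocyte samples therefore stays open as a source of these decreases.

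**Figure D2:**
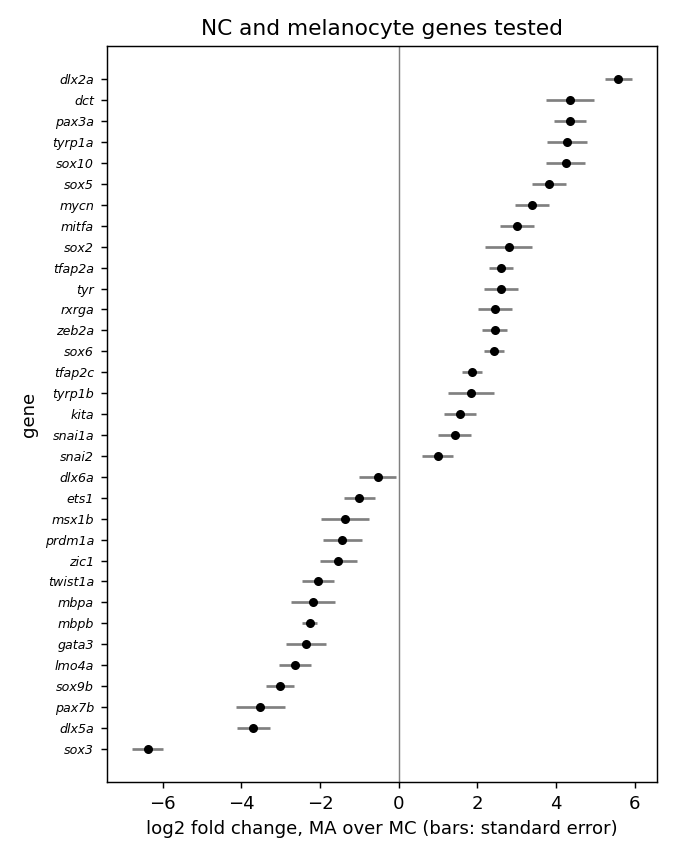
Log2 fold change of MA over MC for the 33 tested genes of the list, with bars of 1 standard error, ordered by fold change. The values run from -6.38 for *sox3* to 5.58 for *dlx2a*.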

Given the widespread dysregulation of gene expression in the cancerous melanoma state, this is perhaps unsurprising that the malignant phenotype would entail a broad and not entirely faithful amalgamation of melanocyte and NC transcriptional identities.

### Chromatin accessibility profiles in melanocytes and melanoma cells

To characterize the genome-wide chromatin accessibility of premalignant *Tg(BRAF^V600E^)/p53^lf/lf^* mutant melanocytes and melanoma, we isolated premalignant melanocytes (mCh*+*) from four zebrafish, including three MC_Het and one sample from a *Tg(BRAF^V600E^)/p53^lf/lf^/Tg(MiniCoopR; mitfa:mCherry)* zebrafish (MC_Homo). Since MC_WT and MC_Het read counts were highly correlated in the RNA-seq, we utilized MC_Het zebrafish for ATAC-seq analysis. We compared these profiles to those from eight melanoma tumors sorted for *crestin:EGFP* expression (Figure 3A).

**Figure 3:**
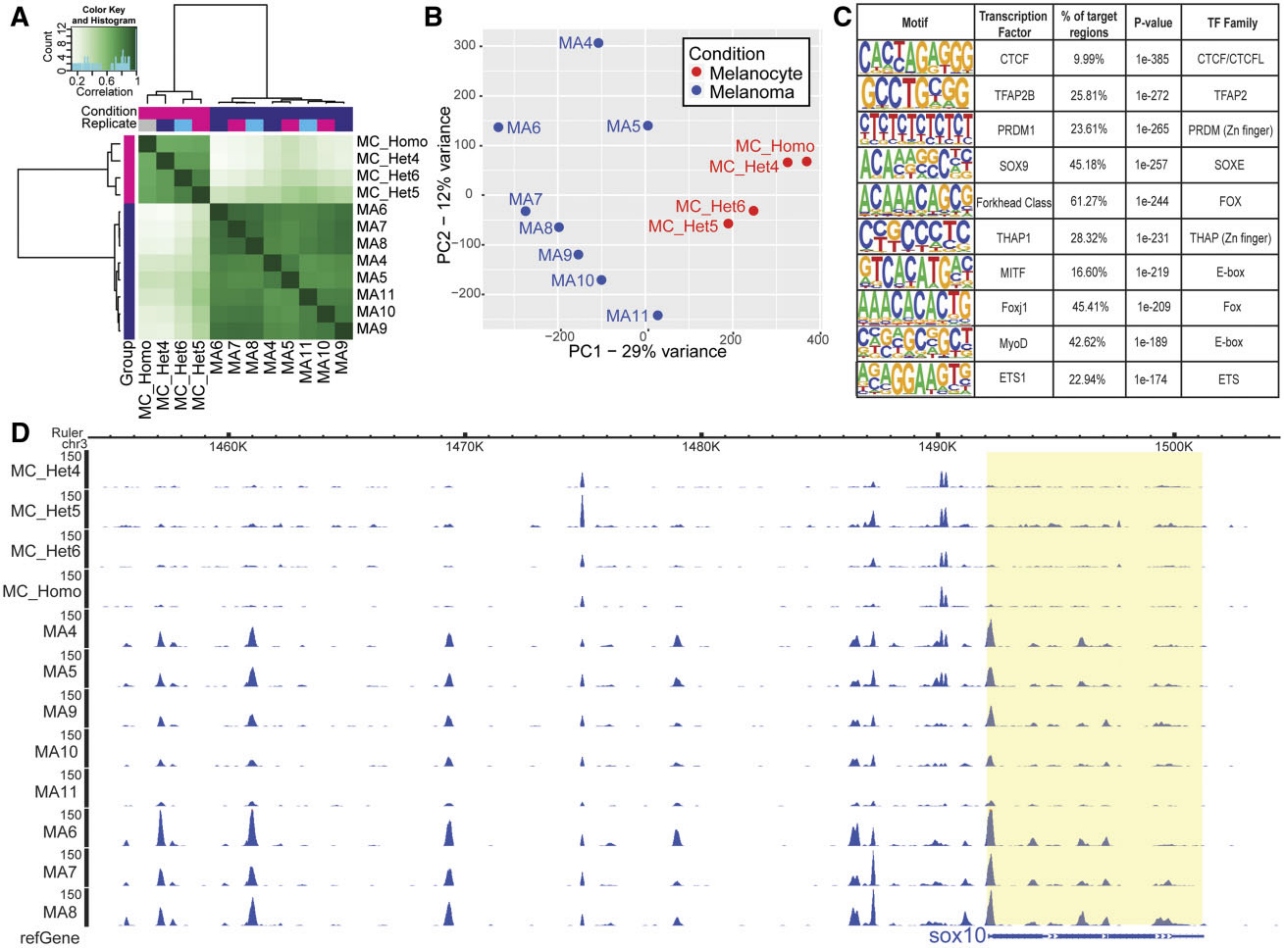
ATAC-seq analysis of melanocyte and melanoma cells. (A) Correlation plot of overall chromatin accessibility across the genome, with darker green color indicating greater correlation between samples. (B) PCA plot comparing similarity of chromatin accessibility across conditions. (C) Predicted TF binding sites, based on HOMER analysis, enriched in open chromatin domains more accessible in melanoma *vs.* melanoma cells. Each TF is reported with its associated TF family, as TF families frequently have similar or identical binding sites which are not differentiated by HOMER. (D) Epigenome browser tracks near and upstream of the NC and melanoma gene *sox10* on chromosome 3. MC, melanocyte sample; Het, heterozygous for *BRAF^V600E^* and *p53* transgenes; Homo, homozygous for *BRAF^V600E^* and *p53* transgenes; MA, melanoma sample.

As in the RNA-seq analysis, melanocyte samples and melanoma samples clustered according to normal *vs.* malignant state (Figure 3, A and B). To assess the reproducibility of each identified accessible site within a condition, we evaluated the IDR, setting a threshold of 0.05. For MC samples, an average of 53% of sites passed IDR 0.05, and for the MA samples, the average was 33% (Supplementary Figure S4A).

In our ATAC-Seq analysis, 56,936 sites demonstrated differential accessibility (*P* < 0.05, IDR < 0.05) between melanocyte and melanoma cells. Open regions, or peaks, within 3 kilobases (kb) of transcriptional start sites (TSS) were centered at the TSS (Supplementary Figure S4B). Of promoter annotated peaks, 85% of differentially accessible sites were more open in melanoma as compared with melanocytes (Supplementary Figure S4C and Table S4).

### Open chromatin regions and putative transcription factor binding sites

We examined the differentially accessible chromatin regions using HOMER *de novo* analysis to identify over-represented DNA motifs representing putative transcription factor (TF) binding sites (Figure 3D). In order of significance, sites associated with CCCTC-binding factor (CTCF) topped the list—a TF commonly mutated in cancer and known to normally function widely in controlling chromatin architecture (Kim *et al.* 2015). TF binding motif families corresponding to key NC-associated factors also rounded out the top 10 list, including the Forkhead, SOXE, and ETS families. Melanocyte and NC programs are particularly active in melanoma cells, with increased *sox10* and *mitfa* expression, respectively, seen in the RNA-seq data (Figure 2E), and this appears consistent with enrichment of SOX9/10 (SOXE family) and MITF (E/M-boxes) binding sites in more accessible regions in melanoma (Figure 3C). Finally, we noted the overall similarity in the contour of chromatin accessibility within premalignant melanocytes and melanomas as well as the numerous areas of differential accessibility as, for example, near *sox10* and *mitfa* (Figure 3D and Supplementary Figure S4D).

### Modeling gene expression as a function of peak accessibility

To examine potential relationships between open chromatin and gene expression, we assessed the relationship between log_2_FC for differentially expressed genes and differentially accessible promoter peaks. As expected, the majority of genes with greater expression in melanoma had more accessibility with peaks within 3 kb of the promoter (*n* = 2386 pairs of genes and peaks; one gene can be linked to multiple ATAC-seq peaks), while genes with less expression were less accessible at the promoter (*n* = 499). Interestingly, 1213 genes had greater accessibility at the promoter in melanoma, yet had lower expression. We then focused on evaluating the relationship between accessibility and expression in NC genes using a “long list” of 329 genes associated with NC from ZFIN.org and a curated shortlist of 44 genes associated with specific NC developmental stages (Supplementary Tables S3 and S5). Utilizing the long list, we found a modest correlation (Pearson’s correlation coefficient *R* = 0.3951) between gene expression accessibility at promoter-proximal peaks within 3 kb of the promoter (Figure 4B). This relationship was strengthened when focusing only on peaks at the TSS (Figure 4C;*R* = 0.6067). Further, focusing specifically on genes previously shown to be involved in NC development, this association was even more pronounced (Figure 4D; *R* = 0.6686), with peaks at the promoter showing a clear correlation with expression (Figure 4E;*R* = 0.8488).

**Figure 4.**
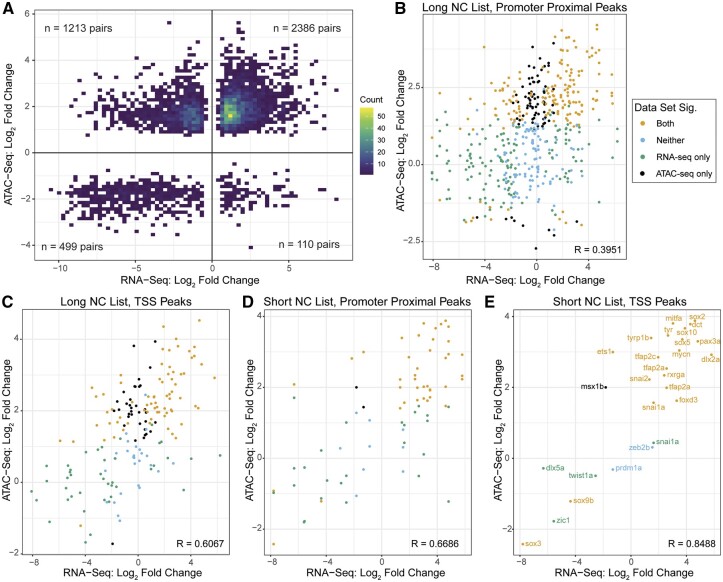
Integration of gene expression and accessibility. (A) Significantly differentially expressed genes between melanoma and melanocyte cells (RNA-seq, |log_2_FC| > 1, *P* < 0.05) plotted against the most differentially accessible peak (ATAC-Seq, |log_2_FC| > 1, *P* < 0.05) within 3 kb of each gene’s promoter. Genes upregulated in melanoma are to the right, and genes with a more open chromatin region near the promoter in melanoma are on the top half. (B, C) All genes from ZFIN.org associated with NC (long list, Supplementary Table S3) with expression plotted with all accessible peaks (B) within 3 kb of the TSS (Pearson correlation coefficient *R* = 0.3951) and (C) only at the TSS (*R* = 0.6067). Points representing genes significantly differentially expressed (|log_2_FC| > 1, *P* < 0.05) in RNA-seq are in green, points representing peaks significantly differentially accessible in ATAC-seq (|log_2_FC| > 1, *P* < 0.05) are in black, points neither significantly expressed nor significantly accessible in blue, and points representing genes and peaks which are both significantly differentially expressed and significantly differentially accessible are in pink. (D, E) Genes associated with specific NC gene regulatory network stages discussed in the literature (shortlist, Supplementary Table S3) with expression plotted with all peaks (D) within 3 kb of the TSS (*R* = 0.6686) and (E) at the TSS with each point labeled with the gene name (*R* = 0.8488). Significance color scheme same as in (B, C).

## Discussion

Here, we present a zebrafish model allowing for efficient isolation of melanocytes and melanoma cells and provide a resource capturing transcriptional and chromatin accessibility changes occurring *in vivo* during *de novo* tumor development. Independent replicates from genetically related animals add robustness to the dataset while limiting the background genetic complexity of a fully outbred population. This combined RNA- and ATAC-seq analysis of normal, premalignant, and transformed melanocytes/melanoma offers a tool for gene and pathway discovery in melanoma biology. Moreover, the tumor diversity with pigmentation status and tumor location (Supplementary Table S2) provides a comprehensive picture of cutaneous melanoma in a BRAF-driven, MITF-high model (Travnickova *et al.* 2019). Based on widely used QC metrics, we conclude that our RNA- and ATAC-seq data accurately reflect the *in vivo* transcriptional and chromatin accessibility state of the average premalignant BRAF/p53 mutant melanocyte and melanoma cell and provide an important and broadly useful tool for further investigating transcriptional and epigenetic programs underlying these related but crucially different pre- and fully malignant states. Similar studies have shed light on the epigenetic regulation of dysregulated genes that promote melanoma, such as *sox10* (Cunningham *et al.* 2021), or have been used to delineate developmental programs underlying erythroid differentiation (Ludwig *et al.* 2019). Studies have found a reactivation of an NC program in melanoma (Kaufman *et al.* 2016), and indeed we observed upregulation of NC genes such as *crestin*, *sox10*, *tfap2a*, *dlx2a*, among others. However, when we expanded the analysis to include NC genes segregated by stage of expression in NC, there was not a clear program upregulated in melanoma (*i.e.*, not all migratory NC markers were upregulated). This further supports a widespread dysregulation of expression programs in the disease state and begs the question of which consistent gene program is reactivated in melanoma. Nevertheless, there is an apparent relationship between accessibility at the TSS and gene expression of NC-associated genes (Figure 4E).

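*tfap2a* was at 644 ± 234 rescaled CPM (SD, n = 5) in melanoma and 107 ± 43.4 (SD, n = 6) in melanocytes, a log2 fold change of 2.60 (standard error 0.30, limma adjusted p = 4.0e-06), without overlap between the cell types.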

Interestingly, our dataset shows that in melanoma there are more genes with significant downregulation in melanoma relative to melanocytes, despite the presence of more accessible regions in the melanoma genome, supporting previous findings that points of control other than promoter accessibility, such as TF and chromatin regulatory protein abundances and activities, may be primary influencers of gene expression and thus changes in cell identity in the transition to a malignant state (Travnickova *et al.* 2019; Santoriello *et al.* 2020; Baggiolini *et al.* 2021; Fazio *et al.* 2021; Terranova *et al.* 2021). Indeed, it has been shown that very distal enhancers can control gene expression, indicating that open regions of chromatin may not necessarily regulate the most proximal gene (Lettice *et al.* 2003; Amano *et al.* 2009; Lacomme *et al.* 2018). Most changes in accessibility occur in distal nonpromoter regions (Supplementary Figure S4C; Thurman *et al.* 2012; Pliner *et al.* 2018; Friman *et al.* 2019), and deciphering the relationship between gene expression and *cis*-regulatory regions has been a topic of immense focus (Ackermann *et al.* 2016; Gonen *et al.* 2018; Zhao *et al.* 2019; Cai *et al.* 2020; Cunningham *et al.* 2021; Panigrahi and O’Malley 2021). Our study serves as a foundation to probe open chromatin regions and potential regulatory functions.

Furthermore, though all samples had an active melanocyte-specific program, genes typically associated with melanocytes were upregulated and more accessible in melanoma, consistent with a widespread dysregulation in additional gene programs in the melanoma cell state. We anticipate these data will contribute to ongoing functional analyses testing candidates that control the crucial epigenetic and transcriptional differences driving the transition between the normal and diseased cell state. 

## Data availability

Strains are available upon request. BigWig files can be found on the Gene Expression Ombnibus, accession no. GSE178803. Supplementary files submitted through figshare (https://doi.org/10.25387/g3.16841419).

## References

[jkab379-B1] Ackermann AM , WangZ, SchugJ, NajiA, KaestnerKH. 2016. Integration of ATAC-seq and RNA-seq identifies human alpha cell and beta cell signature genes. Mol Metab. 5:233–244.2697739510.1016/j.molmet.2016.01.002PMC4770267

[jkab379-B2] Amano T , SagaiT, TanabeH, MizushinaY, NakazawaH, et al2009. Chromosomal dynamics at the Shh locus: limb bud-specific differential regulation of competence and active transcription. Dev Cell. 16:47–57.1909794610.1016/j.devcel.2008.11.011

[jkab379-B3] Anders S , HuberW. 2010. Differential expression analysis for sequence count data. Genome Biol. 11:R106.2097962110.1186/gb-2010-11-10-r106PMC3218662

[jkab379-B4] Andrews S. 2010. FASTQC: a quality control tool for high throughput sequence data. http://www.Bioinformatics.Babraham.Ac.Uk/projects/fastqc (Accessed: 2021 November 10).

[jkab379-B5] Badal B , SolovyovA, Di CeciliaS, ChanJM, ChangL-W, et al2017. Transcriptional dissection of melanoma identifies a high-risk subtype underlying TP53 family genes and epigenome deregulation. JCI Insight. 2:e92102.10.1172/jci.insight.92102PMC541456428469092

[jkab379-B6] Baggiolini A , CallahanS. J., MontalE, WeissJ. M., TrieuT, et al2021. Developmental chromatin programs determine oncogenic competence in melanoma. Science. 373:eabc1048.3451684310.1126/science.abc1048PMC9440978

[jkab379-B7] Barnett DW , GarrisonEK, QuinlanAR, StrombergMP, MarthGT. 2011. Bamtools. Bioinformatics. 27:1691–1692.2149365210.1093/bioinformatics/btr174PMC3106182

[jkab379-B8] Baron M , TagoreM, HunterMV, KimIS, MoncadaR, et al2020. The stress-like cancer cell state is a consistent component of tumorigenesis. Cell Syst. 11:536–546.e7.3291090510.1016/j.cels.2020.08.018PMC8027961

[jkab379-B9] Belote RL , LeD, MaynardA, LangUE, SinclairA, et al2021. Human melanocyte development and melanoma dedifferentiation at single-cell resolution. Nat Cell Biol. 23:1035–1047.3447553210.1038/s41556-021-00740-8

[jkab379-B10] Buenrostro JD , GiresiPG, ZabaLC, ChangHY, GreenleafWJ. 2013. Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods. 10:1213–1218.2409726710.1038/nmeth.2688PMC3959825

[jkab379-B11] Cai W , HuangJ, ZhuQ, LiBE, SeruggiaD, et al2020. Enhancer dependence of cell-type-specific gene expression increases with developmental age. Proc Natl Acad Sci U S A. 117:21450–21458.3281742710.1073/pnas.2008672117PMC7474592

[jkab379-B12] Cancer Genome Atlas Network. 2015. Genomic classification of cutaneous melanoma. Cell. 161:1681–1696.2609104310.1016/j.cell.2015.05.044PMC4580370

[jkab379-B13] Carroll TS , LiangZ, SalamaR, StarkR, de SantiagoI. 2014. Impact of artifact removal on ChIP quality metrics in ChIP-seq and ChIP-exo data. Front Genet. 5:75–75.2478288910.3389/fgene.2014.00075PMC3989762

[jkab379-B14] Ceol CJ , HouvrasY, Jane-ValbuenaJ, BilodeauS, OrlandoDA, et al2011. The histone methyltransferase SETDB1 is recurrently amplified in melanoma and accelerates its onset. Nature. 471:513–517.2143077910.1038/nature09806PMC3348545

[jkab379-B15] Cirenajwis H , EkedahlH, LaussM, HarbstK, CarneiroA, et al2015. Molecular stratification of metastatic melanoma using gene expression profiling: prediction of survival outcome and benefit from molecular targeted therapy. Oncotarget. 6:12297–12309.2590921810.18632/oncotarget.3655PMC4494939

[jkab379-B16] Cisarova K , FolcherM, El ZaouiI, Pescini-GobertR, PeterVG, et al2020. Genomic and transcriptomic landscape of conjunctival melanoma. PLoS Genet. 16:e1009201.3338357710.1371/journal.pgen.1009201PMC7775126

[jkab379-B17] Corces MR , BuenrostroJD, WuB, GreensidePG, ChanSM, et al2016. Lineage-specific and single-cell chromatin accessibility charts human hematopoiesis and leukemia evolution. Nat Genet. 48:1193–1203.2752632410.1038/ng.3646PMC5042844

[jkab379-B18] Cronin JC , Watkins-ChowDE, IncaoA, HasskampJH, SchönewolfN, et al2013. SOX10 ablation arrests cell cycle, induces senescence, and suppresses melanomagenesis. Cancer Res. 73:5709–5718.2391382710.1158/0008-5472.CAN-12-4620PMC3803156

[jkab379-B19] Cunningham RL , KramerET, DeGeorgiaSK, GodoyPM, ZarovAP, et al2021. Functional *in vivo* characterization of *sox10* enhancers in neural crest and melanoma development. Commun Biol. 4:695.3409984810.1038/s42003-021-02211-0PMC8184803

[jkab379-B20] Dobin A , DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, et al2013. Star: ultrafast universal RNA-seq aligner. Bioinformatics. 29:15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[jkab379-B21] Durante MA , RodriguezDA, KurtenbachS, KuznetsovJN, SanchezMI, et al2020. Single-cell analysis reveals new evolutionary complexity in uveal melanoma. Nat Commun. 11:496.3198062110.1038/s41467-019-14256-1PMC6981133

[jkab379-B22] Ennen M , KeimeC, KobiD, MengusG, LipskerD, et al2015. Single-cell gene expression signatures reveal melanoma cell heterogeneity. Oncogene. 34:3251–3263.2513226810.1038/onc.2014.262

[jkab379-B23] Fazio M , van RooijenE, DangM, van de HoekG, AblainJ, et al2021. SATB2 induction of a neural crest mesenchyme-like program drives melanoma invasion and drug resistance. Elife. 10:e64370.3352789610.7554/eLife.64370PMC7880683

[jkab379-B24] Friman ET , DeluzC, Meireles-FilhoACA, GovindanS, GardeuxV, et al2019. Dynamic regulation of chromatin accessibility by pluripotency transcription factors across the cell cycle. Elife. 8:e50087.3179438210.7554/eLife.50087PMC6890464

[jkab379-B25] Gan Y , LiN, ZouG, XinY, GuanJ. 2018. Identification of cancer subtypes from single-cell RNA-seq data using a consensus clustering method. BMC Med Genomics. 11:117.3059811510.1186/s12920-018-0433-zPMC6311928

[jkab379-B26] Garg M , CouturierD-L, NsengimanaJ, FonsecaNA, WongchenkoM, et al2021. Tumour gene expression signature in primary melanoma predicts long-term outcomes. Nat Commun. 12:1137.3360291810.1038/s41467-021-21207-2PMC7893180

[jkab379-B27] Gonen N , FuttnerCR, WoodS, Garcia-MorenoSA, SalamoneIM, et al2018. Sex reversal following deletion of a single distal enhancer of *Sox9*. Science. 360:1469–1473.2990388410.1126/science.aas9408PMC6034650

[jkab379-B28] Haltaufderhyde KD , OanceaE. 2014. Genome-wide transcriptome analysis of human epidermal melanocytes. Genomics. 104:482–489.2545117510.1016/j.ygeno.2014.09.010PMC4594949

[jkab379-B29] Harbst K , StaafJ, LaussM, KarlssonA, MåsbäckA, et al2012. Molecular profiling reveals low- and high-grade forms of primary melanoma. Clin Cancer Res. 18:4026–4036.2267517410.1158/1078-0432.CCR-12-0343PMC3467105

[jkab379-B30] Hayward NK , WilmottJS, WaddellN, JohanssonPA, FieldMA, et al2017. Whole-genome landscapes of major melanoma subtypes. Nature. 545:175–180.2846782910.1038/nature22071

[jkab379-B31] Heinz S , BennerC, SpannN, BertolinoE, LinYC, et al2010. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 38:576–589.2051343210.1016/j.molcel.2010.05.004PMC2898526

[jkab379-B32] Hodis E , WatsonIR, KryukovGV, AroldST, ImielinskiM, et al2012. A landscape of driver mutations in melanoma. Cell. 150:251–263.2281788910.1016/j.cell.2012.06.024PMC3600117

[jkab379-B33] Jönsson G , BuschC, KnappskogS, GeislerJ, MileticH, et al2010. Gene expression profiling-based identification of molecular subtypes in stage IV melanomas with different clinical outcome. Clin Cancer Res. 16:3356–3367.2046047110.1158/1078-0432.CCR-09-2509

[jkab379-B34] Kaufman CK , MosimannC, FanZP, YangS, ThomasAJ, et al2016. A zebrafish melanoma model reveals emergence of neural crest identity during melanoma initiation. Science. 351:aad2197.2682343310.1126/science.aad2197PMC4868069

[jkab379-B35] Kent WJ , ZweigAS, BarberG, HinrichsAS, KarolchikD. 2010. Bigwig and bigbed: enabling browsing of large distributed datasets. Bioinformatics. 26:2204–2207.2063954110.1093/bioinformatics/btq351PMC2922891

[jkab379-B36] Kim S , YuN-K, KaangB-K. 2015. CTCF as a multifunctional protein in genome regulation and gene expression. Exp Mol Med. 47:e166.2604525410.1038/emm.2015.33PMC4491725

[jkab379-B37] Kolde R. 2015. Pheatmap: pretty heatmaps [software]. https://CRAN.R-project.org/package=pheatmap (Accessed: 2021 November 10).

[jkab379-B38] Kunz M , Löffler-WirthH, DannemannM, WillscherE, DooseG, et al2018. RNA-seq analysis identifies different transcriptomic types and developmental trajectories of primary melanomas. Oncogene. 37:6136–6151.2999587310.1038/s41388-018-0385-y

[jkab379-B39] Lacomme M , MedevielleF, BourbonH-M, ThierionE, KleinjanD-J, et al2018. A long range distal enhancer controls temporal fine-tuning of PAX6 expression in neuronal precursors. Dev Biol. 436:94–107.2948615310.1016/j.ydbio.2018.02.015

[jkab379-B40] Lauss M , NsengimanaJ, StaafJ, Newton-BishopJ, JönssonG. 2016. Consensus of melanoma gene expression subtypes converges on biological entities. J Invest Dermatol. 136:2502–2505.2734547210.1016/j.jid.2016.05.119

[jkab379-B41] Lettice LA , HeaneySJ, PurdieLA, LiL, de BeerP, et al2003. A long-range Shh enhancer regulates expression in the developing limb and fin and is associated with preaxial polydactyly. Hum Mol Genet. 12:1725–1735.1283769510.1093/hmg/ddg180

[jkab379-B42] Li B , DeweyCN. 2011. RSEM: accurate transcript quantification from RNA-seq data with or without a reference genome. BMC Bioinformatics. 12:323.2181604010.1186/1471-2105-12-323PMC3163565

[jkab379-B43] Li H , DurbinR. 2009. Fast and accurate short read alignment with burrows-wheeler transform. Bioinformatics. 25:1754–1760.1945116810.1093/bioinformatics/btp324PMC2705234

[jkab379-B44] Li H , HandsakerB, WysokerA, FennellT, RuanJ, et al; 1000 Genome Project Data Processing Subgroup. 2009. The sequence alignment/map format and samtools. Bioinformatics. 25:2078–2079.1950594310.1093/bioinformatics/btp352PMC2723002

[jkab379-B45] Li Q , BrownJB, HuangH, BickelPJ. 2011. Measuring reproducibility of high-throughputexperiments. Ann Appl Stat. 5:1752–1779.

[jkab379-B46] Li X , KarrasP, TorresR, RambowF, van den OordJ, et al2020. Disseminated melanoma cells transdifferentiate into endothelial cells in intravascular niches at metastatic sites. Cell Rep. 31:107765.3255315810.1016/j.celrep.2020.107765

[jkab379-B47] Ludwig LS , LareauCA, BaoEL, NandakumarSK, MuusC, et al2019. Transcriptional states and chromatin accessibility underlying human erythropoiesis. Cell Rep. 27:3228–3240.e7.3118910710.1016/j.celrep.2019.05.046PMC6579117

[jkab379-B48] Marie KL , SassanoA, YangHH, MichalowskiAM, MichaelHT, et al2020. Melanoblast transcriptome analysis reveals pathways promoting melanoma metastasis. Nat Commun. 11:333.3194914510.1038/s41467-019-14085-2PMC6965108

[jkab379-B49] Martin M. 2011. Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J. 17:10–12.

[jkab379-B50] McKenna A , HannaM, BanksE, SivachenkoA, CibulskisK, et al2010. The genome analysis toolkit: a mapreduce framework for analyzing next-generation DNA sequencing data. Genome Res. 20:1297–1303.2064419910.1101/gr.107524.110PMC2928508

[jkab379-B51] Mohamed A , GonzalezRS, LawsonD, WangJ, CohenC. 2013. SOX10 expression in malignant melanoma, carcinoma, and normal tissues. Appl Immunohistochem Mol Morphol. 21:506–510.2319700610.1097/PAI.0b013e318279bc0a

[jkab379-B52] Mootha VK , LindgrenCM, ErikssonK-F, SubramanianA, SihagS, et al2003. PGC-1α-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat Genet. 34:267–273.1280845710.1038/ng1180

[jkab379-B53] Nsengimana J , LayeJ, FiliaA, WalkerC, JewellR, et al2015. Independent replication of a melanoma subtype gene signature and evaluation of its prognostic value and biological correlates in a population cohort. Oncotarget. 6:11683–11693.2587139310.18632/oncotarget.3549PMC4484486

[jkab379-B54] Panigrahi A , O’MalleyBW. 2021. Mechanisms of enhancer action: the known and the unknown. Genome Biol. 22:108.3385848010.1186/s13059-021-02322-1PMC8051032

[jkab379-B55] Patton EE , WidlundHR, KutokJL, KopaniKR, AmatrudaJF, et al2005. BRAF mutations are sufficient to promote nevi formation and cooperate with p53 in the genesis of melanoma. Curr Biol. 15:249–254.1569430910.1016/j.cub.2005.01.031

[jkab379-B56] Pliner HA , PackerJS, McFaline-FigueroaJL, CusanovichDA, DazaRM, et al2018. Cicero predicts cis-regulatory DNA interactions from single-cell chromatin accessibility data. Mol Cell. 71:858–871.e8.3007872610.1016/j.molcel.2018.06.044PMC6582963

[jkab379-B57] Quinlan AR , HallIM. 2010. Bedtools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 26:841–842.2011027810.1093/bioinformatics/btq033PMC2832824

[jkab379-B58] Rabbie R , FergusonP, Molina-AguilarC, AdamsDJ, Robles-EspinozaCD. 2019. Melanoma subtypes: genomic profiles, prognostic molecular markers and therapeutic possibilities. J Pathol. 247:539–551.3051139110.1002/path.5213PMC6492003

[jkab379-B59] Rambow F , RogiersA, Marin-BejarO, AibarS, FemelJ, et al2018. Toward minimal residual disease-directed therapy in melanoma. Cell. 174:843–855.e19.3001724510.1016/j.cell.2018.06.025

[jkab379-B60] Reemann P , ReimannE, IlmjärvS, PorosaarO, SilmH, et al2014. Melanocytes in the skin–comparative whole transcriptome analysis of main skin cell types. PLoS One. 9:e115717.2554547410.1371/journal.pone.0115717PMC4278762

[jkab379-B61] Reuben A , SpencerCN, PrietoPA, GopalakrishnanV, ReddySM, et al2017. Genomic and immune heterogeneity are associated with differential responses to therapy in melanoma. NPJ Genomic Med. 2:10.10.1038/s41525-017-0013-8PMC555703628819565

[jkab379-B62] Sakabe NJ , AneasI, KnoblauchN, SobreiraDR, ClarkN, et al2020. Transcriptome and regulatory maps of decidua-derived stromal cells inform gene discovery in preterm birth. Sci Adv. 6:eabc8696.3326835510.1126/sciadv.abc8696PMC7710387

[jkab379-B63] Santoriello C , SporrijA, YangS, FlynnRA, HenriquesT, et al2020. RNA helicase ddx21 mediates nucleotide stress responses in neural crest and melanoma cells. Nat Cell Biol. 22:372–379.3223130610.1038/s41556-020-0493-0PMC7185069

[jkab379-B64] Shakhova O , ZinggD, SchaeferSM, HariL, CivenniG, et al2012. Sox10 promotes the formation and maintenance of giant congenital naevi and melanoma. Nat Cell Biol. 14:882–890.2277208110.1038/ncb2535

[jkab379-B65] Simões-Costa M , BronnerME. 2015. Establishing neural crest identity: a gene regulatory recipe. Development. 142:242–257.2556462110.1242/dev.105445PMC4302844

[jkab379-B66] Stark R , BrownG. 2011. DiffBind: differential binding analysis of ChIP-seq peak data. https://bioconductor.org/packages/release/bioc/html/DiffBind.html. (Accessed: 2021 November 10).

[jkab379-B67] Subramanian A , TamayoP, MoothaVK, MukherjeeS, EbertBL, et al2005. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA. 102:15545–15550.1619951710.1073/pnas.0506580102PMC1239896

[jkab379-B68] Terranova CJ , TangM, MaitituohetiM, RamanAT, GhoshAK, et al2021. Reprogramming of bivalent chromatin states in NRAS mutant melanoma suggests PRC2 inhibition as a therapeutic strategy. Cell Rep. 36:109410.3428935810.1016/j.celrep.2021.109410PMC8369408

[jkab379-B69] Thurman RE , RynesE, HumbertR, VierstraJ, MauranoMT, et al2012. The accessible chromatin landscape of the human genome. Nature. 489:75–82.2295561710.1038/nature11232PMC3721348

[jkab379-B70] Tirosh I , VenteicherAS, HebertC, EscalanteLE, PatelAP, et al2016. Single-cell RNA-seq supports a developmental hierarchy in human oligodendroglioma. Nature. 539:309–313.2780637610.1038/nature20123PMC5465819

[jkab379-B71] Travnickova J , PattonEE. 2021. Deciphering melanoma cell states and plasticity with zebrafish models. J Invest Dermatol. 141:1389–1394.3334050110.1016/j.jid.2020.12.007PMC8168147

[jkab379-B72] Travnickova J , WojciechowskaS, KhamsehA, GautierP, BrownDV, et al2019. Zebrafish MITF-low melanoma subtype models reveal transcriptional subclusters and MITF-independent residual disease. Cancer Res. 79:5769–5784.3158238110.1158/0008-5472.CAN-19-0037PMC7116150

[jkab379-B73] Tsoi J , RobertL, ParaisoK, GalvanC, SheuKM, et al2018. Multi-stage differentiation defines melanoma subtypes with differential vulnerability to drug-induced iron-dependent oxidative stress. Cancer Cell. 33:890–904.e5.2965712910.1016/j.ccell.2018.03.017PMC5953834

[jkab379-B74] Venkatesan AM , VyasR, GramannAK, DresserK, GujjaS, et al2018. Ligand-activated BMP signaling inhibits cell differentiation and death to promote melanoma. J Clin Invest. 128:294–308.2920248210.1172/JCI92513PMC5749509

[jkab379-B75] White RM , CechJ, RatanasirintrawootS, LinCY, RahlPB, et al2011. DHODH modulates transcriptional elongation in the neural crest and melanoma. Nature. 471:518–522.2143078010.1038/nature09882PMC3759979

[jkab379-B76] Wickham H. 2016. Ggplot2: Elegant Graphics for Data Analysis. New York, NY: Springer-Verlag.

[jkab379-B77] Williams RM , Candido-FerreiraI, RepapiE, GavriouchkinaD, SenanayakeU, et al2019. Reconstruction of the global neural crest gene regulatory network in vivo. Dev Cell. 51:255–276.e7.3163936810.1016/j.devcel.2019.10.003PMC6838682

[jkab379-B78] Wouters J , Kalender-AtakZ, MinnoyeL, SpanierKI, De WaegeneerM, et al2020. Robust gene expression programs underlie recurrent cell states and phenotype switching in melanoma. Nat Cell Biol. 22:986–998.3275367110.1038/s41556-020-0547-3

[jkab379-B79] Yen J , WhiteRM, WedgeDC, Van LooP, de RidderJ, et al2013. The genetic heterogeneity and mutational burden of engineered melanomas in zebrafish models. Genome Biol. 14: R113.2414878310.1186/gb-2013-14-10-r113PMC3983654

[jkab379-B80] Zhang Y , LiuT, MeyerCA, EeckhouteJ, JohnsonDS, et al2008. Model-based analysis of ChIP-seq (macs). Genome Biol. 9:R137.1879898210.1186/gb-2008-9-9-r137PMC2592715

[jkab379-B81] Zhao Y , ZhengD, CveklA. 2019. Profiling of chromatin accessibility and identification of general cis-regulatory mechanisms that control two ocular lens differentiation pathways. Epigenetics Chromatin. 12:27.3105316510.1186/s13072-019-0272-yPMC6498704

How the deposited data were processed for this re-analysis (not part of the article)

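RNA-seq of sorted cells was used from 11 samples: 3 MC_WT and 3 MC_Het melanocyte samples and 5 MA samples from 3 fish. The ATAC-seq of the study was not analysed here. The authors sequenced single-end reads, aligned them to GRCz11 with STAR and deposited CPM and RPKM per gene. The deposited CPM are scaled to a library total, and the deposited RPKM are the same CPM divided by a gene length that is the same in all samples. The methods describe RSEM on RefSeq genes with DESeq2 normalization, while the table lists Ensembl identifiers and whole reads, so the counter behind it is not known. The table has 24874 rows for 24441 genes, because 236 identifiers stand on several rows with the same values, and each was used once. Identifiers of 21939 genes were matched in a table of current names. Genes with later identifiers, among them *crestin*, and the reporter genes *mCherry* and *EGFP* were not analysed here.

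All low CPM values were whole multiples of the value of a single read (100% of these low values in each sample). From this, whole reads and library totals of 14718024 to 22612463 reads were recovered. Amplified reads are not independent molecules, so the depth bounds counting error only. Pairs of samples of the same group differed by far more than sampling noise, and no library was counted more than once.

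CPM were rescaled by the median of ratios, as DESeq2 does, with factors of geometric mean 1. Genes with at least 1 CPM in at least 3 of the samples of a fit were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(rescaled CPM + 1), 2-sided, with Benjamini-Hochberg adjustment. Melanoma was compared with all melanocytes over 14706 genes, MC_WT with MC_Het over 13044 genes within the 6 melanocyte samples, and melanoma with each genotype in a fit of 3 groups. Genes were called at a log2 fold change above 1 and an adjusted p under 1e-6, the thresholds of the paper, and also counted at 0.05. Each tumor was a sample in these fits and in the permutation tests of melanoma against melanocytes, whose p values do not allow for tumors of the same fish. The labels give the same sequencing run for all samples, so no batch was modelled.

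The genes named were fixed by rule before the data were examined: those that the text names with an RNA-seq result, those of Figure 2E whose direction was not the one shown and the lowest of Figure 4E, the 3 called genes with the largest change in each direction with a mean of at least 10 CPM and no overlap, the 3 genes with the smallest p in each direction between genotypes, the most abundant gene of each sample, and the 3 most abundant genes of each marker list. The directions of Figure 2E were read from the colours of its cells after the fitted values had been seen, and 0 tested genes had another direction. Lists of marker genes for keratinocytes, erythrocytes, macrophages, T cells, muscle, fibroblasts and osteoblasts, xanthophores, iridophores, Schwann cells, endothelial cells, proliferation, p53 targets, dissociation stress and melanin synthesis were written before the data were examined and tested with camera at a preset correlation of 0.01.

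Alternatives set before the data were examined were the CPM as deposited, scaling by the 75th percentile, pseudocounts of 0.1 and 0.5, no filter, a mean of at least 5 CPM, the RPKM table, limma without a trend, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the tumors of fish MA3 averaged, fish as a random block, 3 groups, a replicate block and each sample left out. The fits were tested on simulated data with 200 genes changed by a log2 fold of 2. For 5 against 6 samples limma recovered 106 of them at an adjusted p under 0.05 with 9 false calls and 0 at 1e-6, edgeR recovered 108 and 0, and DESeq2 recovered 157 with 47 false calls and 40 at 1e-6. For 3 against 3 samples limma recovered 86 at 0.05 and 0 at 1e-6, and DESeq2 recovered 140 with 70 false calls and 11 at 1e-6.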

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

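Tests of keratinocyte RNA, of scaling, of genes lying near each other and of their level in melanoma were chosen only after the values had been seen. Gaps between samples were tested in 44 groups (22 named genes in melanoma and in melanocytes) on log2(rescaled CPM + 1), the scale of the fits, and 6 stood out, where chance gives about 1 in 20. The gaps are given as a share of the range on this log2 scale, and gaps on rescaled CPM itself were not tested.

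In melanocytes, *sox10* was at 3.97 rescaled CPM in MC_Het3 against 28.4 to 74.7 in the others, a gap of 0.653 of the range on the log2 scale. *tyr* was at 31.5 in MC_Het1 against 7.19 to 11.8 (0.678 of the range), *tyrp1a* at 49.1 in MC_Het1 against 5.00 to 10.8 (0.681 of the range) and *ntng2a* at 1.39 in MC_Het1 against 0.66 to 0.81 (0.766 of the range). In melanoma, *dlx2a* was at 155.7 in MA1 against 331.5 to 446 (0.718 of the range). *zic1* was at 0.29 in MA2 and listed at 0 in the others, so its gap is 1.00 of the range and rests on at most 7 reads. No biological explanation was tested for these samples.

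Keratinocyte genes, which the paper does not discuss, had a median log2 fold change of -7.63 between melanoma and melanocytes (camera adjusted p = 3.9e-11, 0 of 11 genes higher in melanoma), and this held under fry (4.0e-11) and with an estimated correlation (0.0072). *krt5* was at 40248 ± 21916 rescaled CPM (SD, n = 6) in melanocyte samples and 90.3 ± 32.6 (SD, n = 5) in melanoma, *krt4* at 12875 and 92.1, and *krt91* at 11814 and 46.7. The tables argue against scaling as the cause, since the median was -6.97 with the CPM as deposited, and against depth, since it was -7.65 with all libraries drawn down to the same number of reads. RNA from keratinocytes in the sorted melanocyte samples is a candidate explanation. Among the 6 melanocyte libraries the mean of the keratinocyte list fell as that of the melanin synthesis list rose (Pearson r = -0.942, exact permutation p = 0.0028; Spearman rho = -0.943, exact permutation p = 0.017), the only relation of this kind computed. Without the 2 libraries farthest from the median r was -0.817. These libraries pool MC_WT and MC_Het, and no value within a genotype was computed. The median log2 fold change of Het over WT was 0.80 for the melanin synthesis list and -0.32 for the keratinocyte list. The relation therefore cannot be separated from genotype. A lower share of the main cell type in general stays open. The other lists of cell types were mostly lower in melanoma as well, with the iridophore list the highest at a median of 0.078, and these lists cannot be told apart from a mixed sample because no list of another cell type rose past its threshold. A loss of these transcripts in melanoma cells was not tested and also stays open.

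Between genotypes, 6 of the genes at an adjusted p under 0.05 stand next to each other in the order of the RefSeq genes of GRCz12tu, a different assembly from the one used by the authors. They are *mhc1uba*, *psmb13a*, *psmb8a*, *psmb12*, *psmb9a* and *tap2a*, all higher in MC_WT, and were named after their values were seen. A linked haplotype or strain variant is a candidate explanation, because the Het fish come from a cross of the WT line to another line. Of 70 called genes, 10 neighbouring pairs lay within 10 genes, against a mean of 1.32 and a maximum of 7 in 10000 random sets (permutation p = 1e-04, the smallest they can give). However, only 78.6% of the called genes had a position, under the minimum of 80% set for such a check, so the check is void and does not decide for or against a haplotype.

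For the 6 genes, all 30 pairs of a gene and a tumor lay above every MC_Het sample when the 11 samples were rescaled together. *psmb8a* was at 119 rescaled CPM in MA (40.5 to 364), 1.80 in MC_Het and 173 in MC_WT, and *psmb12* at 94.8 (28.2 to 305), 1.24 and 87.0. The closest in relative terms was *mhc1uba*, with 1372 in the lowest tumor and 1099 in the highest MC_Het sample. The melanoma fish carry the *BRAF* and *p53* alterations as well, so these values argue against the alterations holding the 6 genes at their MC_Het level in all cells that carry them. An effect limited to melanocytes, or offset in melanoma, was not tested and stays open, as does a haplotype, since melanoma is another cell state from other fish. The Het fish were also *mitfa*+/-, and an effect of that genotype stays open too. The other genes with the smallest p between genotypes went several ways. In MA, si:dkey-266f7.5 was at 0.99 rescaled CPM (0.51 in MC_WT, 165 in MC_Het), ENSDARG00000068969 at 25.1 (1.61 and 46.9), *ccl25a* at 0.26 (41.7 and 297) and *mucms1* at 0.11 (99.3 and 0.32).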

How the results depend on the processing

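The direction of each of the 22 named genes between melanoma and melanocytes and the 6 between genotypes was the same under all alternatives that gave a value. Of 649 such values, 6 were no longer past an adjusted p of 0.05: *tyrp1b* without the filter and with edgeR, *zic1* with the MA3 tumors averaged, and *ccl25a* without the filter, with the replicate block and without MC_Het replicate 3.

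Counts between melanoma and melanocytes at an adjusted p under 1e-6 depended on the processing. Against 80 genes higher in melanoma and 682 higher in melanocytes, there were 13 and 349 without a filter, 16 and 343 with the MA3 tumors averaged, 25 and 453 with fish as a random block (consensus correlation 0.463), 13 and 229 with edgeR and 675 and 2033 with DESeq2. DESeq2 without a filter, chosen after seeing the data, gave 711 and 2056. Genes higher in melanoma numbered 159 with the CPM as deposited, 52 with a pseudocount of 0.1 and 49 with the RPKM table. With the adjusted p threshold at 0.05 the counts were 2740 and 3716. At that threshold the CPM as deposited gave 5220 genes higher in melanoma, and the share higher in melanocytes went from 57.6% to 35.4%. Leaving out each sample gave from 31 to 61 genes higher in melanoma and from 489 to 571 higher in melanocytes. The lowest count, 31, was without MA3A. With the MA3 tumors averaged, 356 of the 359 called genes were among the 762. The fits with fewer samples also have fewer degrees of freedom, and otherwise the cause was not tested.

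Between MC_WT and MC_Het, 0 genes in either direction passed 1e-6, with 880 higher in Het and 778 higher in WT at an unadjusted p under 0.05. DESeq2 gave 30 and 17 at 1e-6, and the threshold of 0.05 gave 48 and 22. At 0.05, the counts were 28 higher in Het with a pseudocount of 0.1, 2 and 5 without a filter, 14 higher in WT without a trend, 127 and 84 with all 11 samples in 3 groups, 26 higher in Het with edgeR and 293 and 220 with DESeq2. Leaving out each melanocyte sample gave from 2 to 115 genes higher in Het and from 5 to 141 higher in WT, with the highest counts without MC_WT replicate 2. The cause was not tested. With the replicate block there were 3 and 5 genes at 0.05, and 7 of them were among the 70. The correlations of deviations between samples of the same number were -0.014, -0.128 and -0.069, so the numbers do not pair the samples.

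Mean correlations moved by more than the spread between pairs under several settings. Over genes with at least 1 CPM in at least 3 samples they were 0.921 within MC_WT, 0.895 within MC_Het, 0.883 across genotypes, 0.920 within MA, 0.938 within fish MA3, 0.912 between tumors of different fish and 0.618 between cell types. With a pseudocount of 0.1 they were 0.930, 0.909 and 0.905 for melanocytes, 0.953 within fish MA3 and 0.931 between tumors of different fish. Spearman correlations were 0.919, 0.898 and 0.894 for melanocytes, 0.917 within MA, 0.933 within fish MA3 and 0.909 between tumors of different fish. The cause was not tested.

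The first component held 90.3% of the variance over the 500 genes with the largest variance, 65.1% over all genes with reads, 62.4% with a pseudocount of 0.1, 43.8% with unit variance and 64.7% with the MA3 tumors averaged. The second held 3.74% over the 500 genes, 10.3% with unit variance and 9.03% with the MA3 tumors averaged. Leaving out each sample gave from 65.7% to 68.7% and from 5.98% to 7.95%. The share of genes above 10 CPM was 51.9% over genes with a mean of at least 1 CPM. The share above 10 RPKM among genes with at least 1 RPKM, a different unit and set of genes, was 40.6%. The cause was not tested.

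The median of the iridophore list changed sign with the MA3 tumors averaged, to -0.087. Of the other marker list values, 7 were no longer past 0.05 and 5 came past it, the former all with an estimated correlation. Of the counts at fold change cutoffs from 2 to 6, 96 of 260 moved by more than 1.5 times. Alternatives for *crestin* and for the reporter genes were not run, since these genes were not analysed here.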

Differences from the paper's values

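The paper reports 1144 genes higher in melanoma and 2984 higher in melanocytes, against 80 and 682 here. None of the alternatives set before the data were examined closed the gap for the first count. For the second, DESeq2 on the recovered reads gave 2033 genes and the threshold of 0.05 gave 3716, both within 1.5 times the paper's 2984, as did DESeq2 without a filter with 2056, which was chosen after seeing the values. The other alternatives did not close it.

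Between genotypes the paper reports 41 genes higher in Het and 12 higher in WT, against 0 and 0 here at 1e-6, with 880 and 778 at an unadjusted p under 0.05. DESeq2 on the recovered reads gave 30 and 17, within 1.5 times of both. The threshold of 0.05 gave 48 genes higher in Het, near the paper's 41 only at a looser threshold than its 1e-6. No other alternative closed the gap.

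The paper's correlations were 0.88 to 0.91 within MC_WT, against 0.941 to 0.964 here, 0.85 to 0.87 within MC_Het, against 0.928 to 0.940, and 0.85 to 0.87 across genotypes, against 0.920 to 0.938. Within MA the paper gives 0.87 to 0.93, against 0.928 to 0.965, for fish MA3 0.93, against a mean of 0.961, and for different fish 0.87 to 0.92, against 0.928 to 0.956. With Spearman correlation the highest value within MA was 0.936, above the paper's 0.93 by less than the spread between pairs. The highest for different fish was 0.920 and the mean for fish MA3 was 0.933, which also differ from the paper's values by less than that spread. None of the alternatives set before the data were examined closed the gap for the others.

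Between MA and MC, the cells of the matrix run from about 0.66 to about 0.74 in Fig. 2A, read by eye, against 0.743 to 0.812 here. The text of the paper gives 0.74 to 0.81 for the same pairs. Over genes with at least 1 CPM in at least 3 samples the range was 0.580 to 0.681 and with the RPKM table 0.726 to 0.798, and none of the alternatives set before the data were examined closed the gap to the figure.

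The paper's first component held 38% of the variance, against 66.9% here, and its second 11%, against 6.96%. With each gene scaled to unit variance they held 43.8% and 10.3%. For the second, a pseudocount of 0.1 gave 7.38%, averaging the MA3 tumors gave 9.03%, and 6 of the fits that left out a sample gave 7.41% to 7.95%, all within 1.5 times of the paper's value. The other alternatives did not close either gap.

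The paper states an average of 9897358 reads aligned to the transcriptome, against a mean library total of 19034006 reads behind the values used here. No alternative bears on this.

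Figure 4E shows a log2 fold change of about -7.9 for *sox3*, read by eye, against -6.38 here. It was -7.84 with a pseudocount of 0.1, -7.71 with edgeR and -7.76 with DESeq2. For *dlx5a*, Figure 4E shows about -6.3, read by eye, against -3.69, and it was -6.21 with edgeR and -6.28 with DESeq2. For *zic1*, Figure 4E shows about -5.6, read by eye, against -1.54, and it was -5.49 with edgeR and -5.64 with DESeq2. For *sox9b*, Figure 4E shows about -4.3, read by eye, against -3.01. It was -3.70 with a pseudocount of 0.5, -4.97 with a pseudocount of 0.1, -5.23 with edgeR and -5.29 with DESeq2, on either side of that value, and none of the alternatives set before the data were examined came within the standard error of it.

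The paper describes *mitfa*, *sox10*, *tfap2a*, *dct*, *tyr*, *tyrp1a*, *tyrp1b* and *kita* as upregulated and *sox9b* and *mbpa* as decreased in melanoma. Here they had the same direction, with adjusted p values from limma above 1e-6. With DESeq2 on the recovered reads the adjusted p was 1.0e-08 for *mitfa*, 1.2e-13 for *sox10*, 1.2e-12 for *tfap2a*, 1.1e-10 for *dct*, 4.1e-07 for *tyr*, 8.2e-11 for *tyrp1a* and 4.3e-15 for *sox9b*. It stayed above 1e-6 for *kita* (0.0045), *tyrp1b* (0.031) and *mbpa* (9.5e-06).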

Other observations

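The test of the melanin synthesis genes and that of scaling were chosen only after the values had been seen.

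Melanin synthesis genes were higher in melanoma (11 of 12 genes, median log2 fold change 1.96, camera adjusted p = 0.0024, fry 0.0038, estimated correlation 0.27). If dilution of melanocyte RNA by RNA of other cells were the whole cause, the genes would change by the same factor. The log2 fold changes of 11 genes of the list with a mean of at least 5 CPM ran from 0.58 to 4.35 with an SD of 1.25, a spread that no other split of the 11 libraries into 5 and 6 reached (exact permutation p = 0.0022). The tables therefore argue against dilution as the whole cause, while a contribution of it stays open, as does a change of expression in melanoma. The most abundant genes of the list were *tyrp1b* at 4285 rescaled CPM in melanoma and 1549 in melanocytes, *pmela* at 1696 and 449, and *tspan36* at 571 and 264.

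More genes were called higher in melanocytes than in melanoma (89.5% of the calls). After the trend of each library with gene length was removed the share was 82.9%, and with the CPM as deposited it was 75.7%, so neither length nor scaling accounts for all of it at this threshold. RNA of other cell types in the melanocyte samples stays open.

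Of 100 splits drawn from all splits of the 11 libraries, 1 gave as many called genes, the real one. The largest count in another split was 0 at 1e-6 and 4616 at 0.05, against 6456. Of the 10 splits of the 6 melanocyte libraries, 1, the real one, gave as many genes as the 70 at 0.05, and this design cannot give a share under 0.1.

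Among the other lists, in melanoma against melanocytes, the median log2 fold change was 2.76 for proliferation (15 of 16 genes higher, camera adjusted p = 2.8e-06), with *pcna* at 197 rescaled CPM against 72.1, *mki67* at 131 against 20.1 and *plk1* at 133 against 14.5. It was -2.47 for dissociation stress (adjusted p = 0.0030), with *fosab* at 1739 against 11630, *btg2* at 647 against 6501 and *junba* at 1046 against 4098. It was -0.86 for p53 targets (not past 0.05 by camera, adjusted p = 0.081, but past it by fry, 7.5e-05), with *ccng1* at 184 against 343, *gadd45aa* at 17.9 against 117 and *mdm2* at 101 against 39.1. The medians were -3.66 for macrophages (adjusted p = 3.5e-05), with *cd74a* at 205 against 3947, *cd74b* at 79.7 against 1429 and *c1qb* at 38.4 against 349, and -5.53 for fibroblasts and osteoblasts (adjusted p = 8.3e-06), with *col1a2* at 8.29 against 1004, *col1a1b* at 6.66 against 424 and *col1a1a* at 4.86 against 349. They were -3.25 for muscle (adjusted p = 0.00041), with *ckmb* at 0.63 against 90.5, *ckma* at 2.45 against 75.9 and *mylpfa* at 0.12 against 44.3, and -3.08 for endothelial cells (adjusted p = 0.0024), with *plvapb* at 1.41 against 19.7, *fli1a* at 1.5 against 17.6 and *vwf* at 0.25 against 13.1. Erythrocytes (-1.70, adjusted p = 0.10), T cells (-0.90, adjusted p = 0.22), Schwann cells (-1.82, adjusted p = 0.076) and iridophores (0.08, adjusted p = 0.68) were not past 0.05 by camera. By fry the adjusted p was 0.033 for erythrocytes, 0.0038 for T cells, 2.7e-06 for Schwann cells and 0.53 for iridophores. Their most abundant genes were *hbba2* at 14.8 rescaled CPM against 26.9, *hbba1* at 13.1 against 19.9 and *hbaa1* at 4.75 against 13.4, *cd8a* at 1.14 against 23.1, *il7r* at 0.78 against 10.0 and *cd4-1* at 3.83 against 6.82, *egr2b* at 5.64 against 17.5, *erbb3b* at 0.34 against 21.3 and *plp1b* at 0.18 against 1.90, and *pnp4a* at 138 against 72.4, *alx4a* at 101 against 17.9 and *fhl2a* at 29.9 against 35.1. The xanthophore list had too few genes for a test, with *aox5* at 0.61 against 51.0 and *xdh* at 0.59 against 3.43. Under an estimated correlation only the keratinocyte list was past 0.05.

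Between genotypes, the camera adjusted p was under 0.05 for macrophages (median log2 fold change of Het over WT -0.81, adjusted p = 0.0082), melanin synthesis (0.80, adjusted p = 0.0082) and iridophores (1.11, adjusted p = 0.021), and for none of these lists under fry (from 0.43 to 0.46) or an estimated correlation (from 0.57 to 0.59).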
